# ATF4 expression in thermogenic adipocytes is required for cold-induced thermogenesis in mice via FGF21-independent mechanisms

**DOI:** 10.1038/s41598-024-52004-8

**Published:** 2024-01-18

**Authors:** Sarah H. Bjorkman, Alex Marti, Jayashree Jena, Luis Miguel García-Peña, Eric T. Weatherford, Kevin Kato, Jivan Koneru, Jason Chen, Ayushi Sood, Matthew J. Potthoff, Christopher M. Adams, E. Dale Abel, Renata O. Pereira

**Keywords:** Physiology, Metabolism, Fat metabolism

## Abstract

In brown adipose tissue (BAT), short-term cold exposure induces the activating transcription factor 4 (ATF4), and its downstream target fibroblast growth factor 21 (FGF21). Induction of ATF4 in BAT in response to mitochondrial stress is required for thermoregulation, partially by increasing FGF21 expression. In the present study, we tested the hypothesis that *Atf4* and *Fgf21* induction in BAT are both required for BAT thermogenesis under physiological stress by generating mice selectively lacking either *Atf4 (*ATF4 BKO*)* or *Fgf21* (FGF21 BKO) in UCP1-expressing adipocytes. After 3 days of cold exposure, core body temperature was significantly reduced in *ad-libitum*-fed ATF4 BKO mice, which correlated with *Fgf21* downregulation in brown and beige adipocytes, and impaired browning of white adipose tissue. Conversely, despite having reduced browning, FGF21 BKO mice had preserved core body temperature after cold exposure. Mechanistically, ATF4, but not FGF21, regulates amino acid import and metabolism in response to cold, likely contributing to BAT thermogenic capacity under ad libitum-fed conditions. Importantly, under fasting conditions, both ATF4 and FGF21 were required for thermogenesis in cold-exposed mice. Thus, ATF4 regulates BAT thermogenesis under fed conditions likely in a FGF21-independent manner, in part via increased amino acid uptake and metabolism.

## Introduction

Since the discovery of active brown adipose tissue (BAT) in adult humans, multiple studies have explored BAT thermogenic activation as a potential strategy for increasing energy expenditure and nutrient disposal to mitigate obesity and its complications^1–3^. More recently, BAT has been recognized as a secretory organ, promoting the release of batokines that may act in an endocrine manner to regulate systemic metabolism^4^. Indeed, several studies using β3-adrenergic agonists to activate BAT demonstrated changes in adiposity and improvements in glucose homeostasis^3,5,6^, however, this class of medication poses cardiovascular concerns^1^. Therefore, identifying new pathways that can be targeted to induce BAT’s thermogenic activity and secretory function, may lead to the discovery of new targets to improve metabolic health.

A recent study demonstrated that the activating transcription factor 4 (ATF4), the main effector of the integrated stress response (ISR), is induced in brown adipocytes in response to cold exposure following fasting, which correlates with a significant increase in fibroblast growth factor 21 (FGF21) circulating levels^7^. Furthermore, ATF4 overexpression in BAT is sufficient to improve thermogenesis in mice^8^. Similarly, our recent work showed that selective deletion of the mitochondrial fusion protein optic atrophy 1 (OPA1) in BAT induces the expression and secretion of fibroblast growth factor 21 (FGF21) as a batokine, via an ATF4-dependent mechanism. Activation of this ATF4-FGF21 axis was required to mediate an adaptive response characterized by elevated resting metabolic rates, and improved thermoregulation in OPA1-deficient mice^9^. Together, these studies suggest that ATF4 is likely to be operative in BAT under physiological circumstances and may regulate the secretion of FGF21 as a batokine. However, studies investigating ATF4 in BAT are few and were performed in whole-body knock out models and cultured adipocytes^10–14^, limiting our understanding of the specific roles of ATF4 in BAT. Moreover, although FGF21 is induced in BAT in response to thermogenic activation, whether ATF4 is required for this induction, and whether BAT-derived FGF21 is necessary for adaptive thermogenesis was yet to be investigated.

In the present study, we investigated the requirement of ATF4 and FGF21 induction in thermogenic adipocytes for adaptive thermogenesis by generating mice with selective deletion of either *Atf4* or *Fgf21* in UCP1-expressing adipocytes. Our data demonstrated that neither ATF4 nor FGF21 are required for the activation of the thermogenic gene program in BAT after 3 days of cold-exposure, however, *Atf4* expression in BAT was required for the cold-induced upregulation of *Fgf21* and both *Atf4* and *Ffg21* expression was required for cold-induced browning of white adipose tissue (WAT). Nonetheless, core body temperature was only significantly reduced in ATF4 BKO mice, but not in FGF21 BKO mice, when mice were cold exposed with free access to food. Noteworthy, in the absence food, both *Fgf21* and *Atf4* were required for thermoregulation in mice. Together, our study identified novel roles for ATF4 in BAT physiology in regulating core body temperature in a manner that is independent of *Fgf21* induction in thermogenic adipocytes or cold-induced browning. Our data points to an alternative mechanism downstream of *Atf4*, which may involve regulation of amino acid transport and metabolism^15^ in response to cold stress, that is required for cold-induced thermogenesis in mice.

## Results

### ATF4 and its downstream targets are induced in BAT after 3 days of cold exposure

ATF4 was shown to be potently induced in BAT in response to acute cold-stress (4–6 h) following a 12-h fast, which correlated with high serum levels of FGF21 and growth differentiation factor 15 (GDF15), both downstream targets of ATF4^7^. We therefore sought to examine if this pathway was also induced after 3 days of cold exposure in *ad libitum*-fed conditions. Mice were acclimated to thermoneutrality (30 °C) for 7 days to attenuate brown adipose tissue thermogenic function, after which they were exposed to 4 °C for 3 days to induce thermogenesis. Our data demonstrated increased phosphorylation of the eukaryotic translation initiation factor 2A (eIF2α), which is upstream of ATF4 induction (Fig. 1A). Accordingly, mRNA levels of *Atf4*, and its downstream targets *Fgf21* and *Gdf15* were also induced in BAT (Fig. 1B) in response to 3 days of cold exposure. Three days of cold exposure has also been shown to induce browning of the inguinal white adipose tissue (iWAT)^16^. To determine if that was also the case in our model, we measured mRNA expression of thermogenic genes in iWAT of wild type (WT) mice cold exposed for 3 days, versus mice kept at 30 °C*.* Our data showed significant induction of thermogenic genes in iWAT of cold exposed mice (Supplemental Figure S1A), confirming cold-induced browning when mice are subjected to this cold-exposure protocol. *Atf4* mRNA expression was also induced in the inguinal white adipose tissue (iWAT) after 3 days of cold exposure, whereas *Fgf21* and *Gdf15* mRNA expression, although somewhat induced, were not statistically different (Supplemental Figure S1B). To investigate whether ATF4 induction in BAT is required for adaptive thermogenesis, we generated mice lacking ATF4 selectively in thermogenic adipocytes (ATF4 BKO mice). *Atf4* expression was significantly decreased in BAT of KO mice (Fig. 1C), while *Atf4* expression was preserved in the inguinal white adipose tissue (iWAT) (Fig. 1D) at room temperature conditions. *Atf4* expression was also measured in other tissues to confirm tissue specific deletion. No changes in *Atf4* mRNA levels were detected under baseline conditions between WT and ATF4 BKO mice in kidney, brain, mammary glands or in the eyes (Supplemental Figure S1C). *Fgf21* and *Gdf15* mRNA (Fig. 1E) expression in BAT and their respective circulating levels (Fig. 1F, G) were unchanged between WT and KO mice under baseline conditions (chow-fed mice at room temperature).

**Figure 1:**
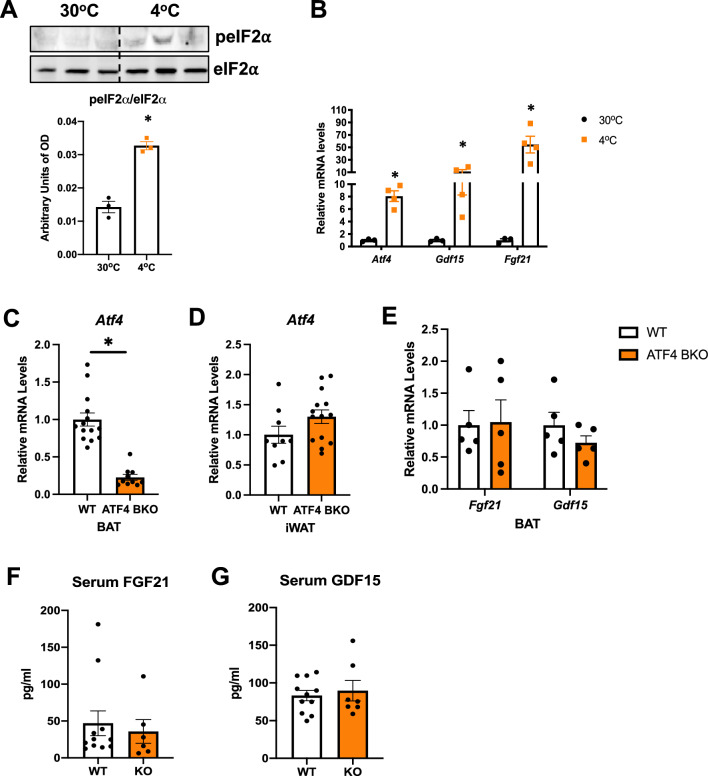
ATF4 and its downstream targets are induced in BAT after 3 days of cold exposure. (**A**) and (**B**) Data collected in BAT of WT mice exposed to 30 °C or 4 °C for 3 days. (**A**) Immunoblot of phosphorylated eIf2α normalized to total eIf2α and respective densitometric quantification. Images cropped from the same blot (n = 3). Optical density (OD). Original immunoblots are presented in Supplemental Figure S5. (**B**) mRNA expression of *Atf4*, *Fgf21* and *Gdf15* in BAT normalized to *Gapdh* (30 °C n = 3; 4 °C n = 4). (**C–G**) Data collected in WT and ATF4 BAT KO male and female mice at baseline conditions. (**C**) Relative mRNA expression of *Atf4* in BAT normalized to *Gapdh* (WT n = 14; KO n = 10). (**D**) Relative mRNA expression of *Atf4* in inguinal white adipose tissue (iWAT) normalized to *Gapdh* (WT n = 9; KO n = 14)*.* (**E**) Relative mRNA expression of *Fgf21* and *Gdf15* in BAT normalized to *Gapdh* (n = 5). (**F**) Serum FGF21 levels (WT n = 11; KO n = 6). (**G**) Serum GDF15 levels (WT n = 11; KO n = 7). Data are expressed as means ± SEM. Significant differences were determined by Student's *t*‐test, using a significance level of *P* < 0.05. *p < 0.05 significantly different vs. WT mice or 30 °C.

### ATF4 BAT KO mice have reduced BAT mass and mildly impaired glucose tolerance at baseline conditions

Because global ATF4 deletion has been associated with changes in systemic metabolism^12,13^, we evaluated body composition, and glucose homeostasis in 8–10-week-old ATF4 BKO mice. Body mass (Fig. 2A) and total lean mass (Fig. 2B) were unchanged between KO mice and their WT littermate controls, while total fat mass was increased in KO mice (Fig. 2C). Although total fat mass was increased, brown adipose tissue (BAT) mass was modestly, but significantly reduced in ATF4 BKO mice (Fig. 2D and Supplemental Figure S2A), and iWAT and gonadal white adipose tissue (gWAT) mass were unchanged between genotypes (Supplemental Figure S2B and C). Interestingly, UCP1 protein levels were also significantly reduced in BAT of ATF4 BKO mice at baseline conditions (Fig. 2E), while rectal core body temperature was unchanged between genotypes (Fig. 2F). To assess the impact of *Atf4* deletion in thermogenic adipocytes on glucose homeostasis, we performed glucose tolerance tests (GTT). ATF4 BKO mice had mildly impaired glucose tolerance (Fig. 2G), as demonstrated by increased area under the curve for the GTT (Fig. 2H), and higher fasting glucose levels after a 6-h fast (Fig. 2I), while liver triglyceride levels were comparable between genotypes (Fig. 2J). Hence, under baseline conditions, ATF4 deletion in BAT has small effects in systemic glucose homeostasis. We believe that this mild impairment in glucose homeostasis could be related to the small increase in total fat mass observed in these animals.

**Figure 2:**
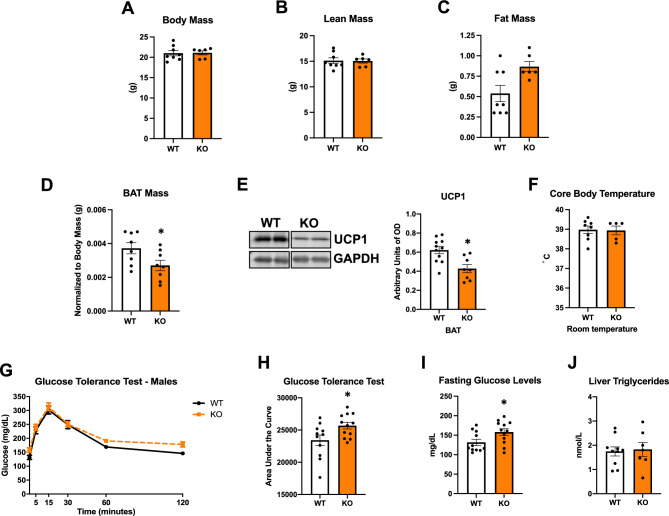
ATF4 BAT KO mice have reduced BAT mass and mildly impaired glucose tolerance at baseline conditions. Data collected under baseline conditions in ATF4 BKO (KO) male mice and their respective WT littermate controls. (**A**) Body mass. (**B**) Total lean mass. (**C**) Total fat mass*.* (WT n = 8; KO n = 6). (**D**) Brown adipose tissue (BAT) mass normalized to body mass (n = 8). (**E**) UCP1 protein levels in BAT normalized to GAPDH and respective densitometric quantification (WT n = 11; KO n = 8). Images cropped from the same blot. Optical density (OD). Original immunoblots are presented in Supplemental Figure S6. (**F**) Core body temperature measured with a rectal probe (WT n = 8; KO n = 5). (**G**) Glucose tolerance test (GTT). (**H**) Area under the curve for the GTT. (**I**) Fasting glucose levels (after a 6-h fast) (WT n = 11; KO n = 12). (**J**) Liver triglyceride levels (WT n = 10; KO n = 7). Data are expressed as means ± SEM. Significant differences were determined by Student's *t*‐test, using a significance level of *P* < 0.05. *p < 0.05 significantly different vs. WT mice.

### ATF4 expression in BAT is required for thermoregulation in mice

To determine the requirement of ATF4 expression in BAT for adaptive thermogenesis, we monitored core body temperature and metabolic changes in ATF4 BKO mice and their WT littermate controls during 3 days at thermoneutrality (30 °C) and 3 days of cold exposure (4 °C). Although averaged core body temperature was unchanged between WT and KO mice at 30 °C, the averaged core body temperature during the 3 days of cold exposure was significantly reduced in KO mice (Fig. 3A, B). Despite having reduced thermoregulatory capacity, the metabolic phenotype of ATF4 BKO mice was largely unaffected, with no significant changes in energy expenditure (Fig. 3C), food intake (Fig. 3D), or locomotor activity (Fig. 3E) at thermoneutrality or during cold exposure, when compared to WT littermate controls (no effect associated with genotype). Mice were euthanized and tissues were harvested after the 3 days of cold exposure for molecular analysis. Cold-induced mRNA expression of *Fgf21* (Fig. 3F) was significantly reduced in ATF4 BKO mice. Although FGF21 serum levels trended to be lower in ATF4 BKO mice relative to their WT counterparts, no statistical differences were detected (Fig. 3G). BAT mass was slightly decreased in ATF4 BKO mice (Fig. 3H), however, relative mRNA expression of thermogenic genes was unchanged between genotypes (Fig. 3I). UCP1 protein levels (Fig. 3J) were modestly decreased in BAT of KO mice after cold exposure. Browning of WAT is induced in response to 3 days of cold exposure and is believed to contribute to thermoregulation in mice^16^. We, therefore, assessed browning of iWAT in WT and ATF4 BKO mice after 3 days of cold exposure. *Atf4* mRNA expression was significantly reduced in iWAT of KO mice after cold exposure (Fig. 3K). Moreover, activation of the thermogenic gene program was attenuated (Fig. 3L), and UCP1 protein levels were significantly reduced in iWAT of KO mice (Fig. 3M), suggesting impaired cold-induced browning. Together these data suggest that ATF4 expression in thermogenic adipocytes is required to support cold-induced thermogenesis in mice, and cold-induced browning in iWAT. Furthermore, ATF4 also regulates *Fgf21* mRNA expression in thermogenic adipocytes in response to cold. However, whether FGF21 induction in thermogenic adipocytes is required to mediate these ATF4-dependent changes to regulate thermogenesis remained unresolved.

**Figure 3:**
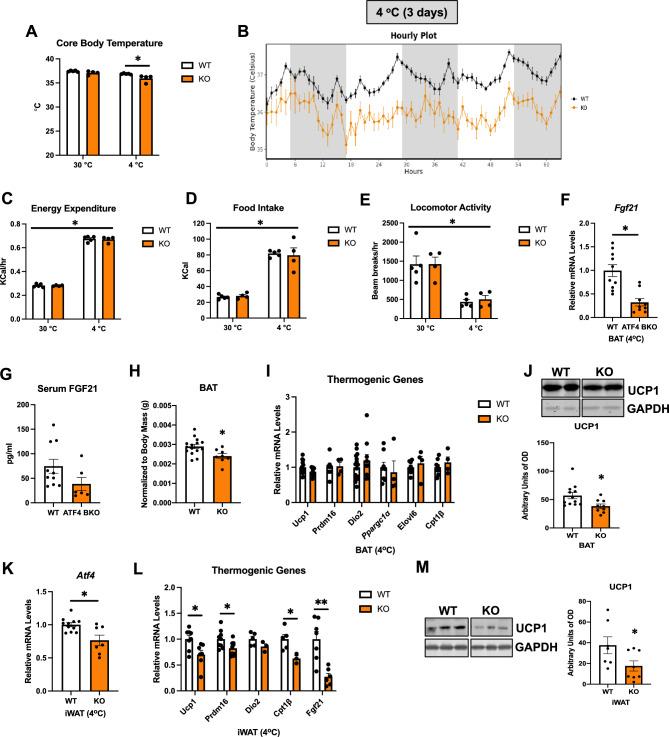
ATF4 expression in BAT is required for thermoregulation in mice. (**A–E**) Data collected in WT and ATF4 BKO (KO) male mice either during 3 days at thermoneutrality (30 °C) or during 3 days of cold exposure (4 °C). (**A**) Averaged core body temperature. (**B**) Core body temperature over time during cold exposure. (**C**) Energy expenditure. (**D**) Food intake. (**E**) Locomotor activity (WT n = 5; KO n = 4). (**F–M**) Data collected in WT and ATF4 BKO (KO) male mice after 3 days of cold exposure (4 °C). (**F**) Relative *Fgf21* mRNA expression in BAT normalized to *Gapdh* (WT n = 10; KO n = 9). (**G**) Serum FGF21 levels (WT n = 10; KO n = 6). (**H**) BAT mass normalized to body mass (WT n = 15; KO n = 8). (**I**) mRNA expression of thermogenic genes in BAT normalized to *Gapdh* (WT n = 8–14; KO n = 4–10). (**J**) Immunoblot of UCP1 in BAT normalized to GAPDH and its respective densitometric quantification. Images cropped from the same blot. Optical density (OD) (WT n = 12; KO n = 9). Original immunoblots are presented in Supplemental Figure S7A. (**K**) mRNA expression of *Atf4* in inguinal white adipose tissue (iWAT) normalized to *Gapdh* (WT n = 11; KO n = 7). (**L**) mRNA expression of thermogenic genes in iWAT normalized to *Gapdh* (WT n = 5–9; KO n = 3–8). (**M**) Immunoblot of UCP1 in inguinal white adipose tissue (iWAT) normalized to GAPDH and its respective densitometric quantification. Images cropped from the same blot (WT n = 7; KO n = 8). Optical density (OD). Original immunoblots are presented in Supplemental Figure S7B. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t*‐test, using a significance level of *p* < 0.05. *Significantly different vs. WT mice or 30 °C.

### FGF21 BAT KO mice have normal body weight and glucose homeostasis at baseline conditions

To test the role of *Fgf21* expression in thermogenic adipocytes for adaptive thermogenesis, we selectively deleted *Fgf21* in *Ucp1*-expressing adipocytes (FGF21 BKO). Because global FGF21 deletion has been associated with changes in glucose and energy homeostasis^17,18^, we evaluated body composition, and glucose homeostasis in 15-week-old FGF21 BKO mice fed chow diet. Body mass (Fig. 4A), total lean mass (Fig. 4B) and total fat mass (Fig. 4C) were unchanged between KO mice and their WT littermate controls. BAT weight normalized to body weight (Fig. 4D), UCP1 protein levels in BAT (Fig. 4E) and core body temperature (Fig. 4F) were also similar between WT and KO mice under baseline conditions. To assess the impact of FGF21 deletion in thermogenic adipocytes on glucose homeostasis, we performed glucose tolerance tests (GTT). FGF21 BKO mice had similar glucose clearance as WT mice, as demonstrated by unchanged areas under the curve for the GTT (Fig. 4G, H), and comparable fasting glucose levels after a 6-h fast (Fig. 4I).

**Figure 4:**
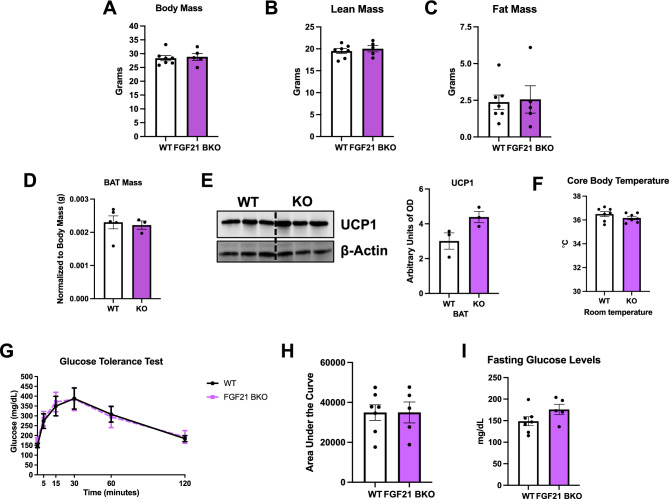
FGF21 BAT KO mice have normal body weight and glucose homeostasis at baseline conditions. Data collected under baseline conditions in FGF21 BKO (KO) male mice and their respective WT littermate controls. (**A**) Body mass. (**B**) Total lean mass. (**C**) Total fat mass (WT n = 7; KO n = 5). (**D**) Brown adipose tissue (BAT) mass normalized to body mass (WT n = 5; KO n = 3). (**E**) UCP1 protein levels in BAT normalized to β-Actin and respective densitometric quantification (n = 3). Optical density (OD). Original immunoblots are presented in Supplemental Figure S8. (**F**) Core body temperature measured with a rectal probe (n = 7). (**G**) Glucose tolerance test (GTT). (**H**) Area under the curve for the GTT. (**I**) Fasting glucose levels (after a 6-h fast) (WT n = 7; KO n = 5). Data are expressed as means ± SEM. Significant differences were determined by Student's *t*‐test, using a significance level of *P* < 0.05.

### FGF21 expression in thermogenic adipocytes is dispensable for thermoregulation

*Fgf21* mRNA expression was significantly reduced in ATF4 BKO mice after cold exposure. Therefore, we directly tested the role of cold-induced *Fgf21* expression in thermogenic adipocytes for adaptive thermogenesis by exposing FGF21 BKO mice to 4 °C for 3 days. We monitored core body temperature and metabolic changes in FGF21 BKO mice and their WT littermate controls for 3 days at thermoneutrality (30 °C) and 3 days of cold exposure (4 °C). Averaged core body temperature, as measured by telemetry, was unchanged between WT and FGF21 BKO mice at thermoneutrality (Fig. 5A) or during the 3 days of cold exposure (Fig. 5A, B). Of note, 1 WT mouse and 2 KO mice died unexpectedly soon after the temperature was changed to 4 °C and were removed from the analysis. Regarding energy homeostasis, energy expenditure (Fig. 5C) and locomotor activity (Fig. 5E) were unaffected in KO mice either at 30 °C or 4 °C. Food intake was significantly increased in WT mice after cold exposure, which was attenuated in KO mice (Fig. 5D). Although *Fgf21* mRNA levels were significantly reduced in BAT (Fig. 5F), FGF21 serum levels (Fig. 5G) were unchanged between genotypes, indicating that BAT-derived FGF21 does not contribute to FGF21 circulating levels after 3 days of cold exposure. To determine whether compensatory changes in GDF15 levels could have affected food intake in FGF21 BKO mice, we measured GDF15 levels in BAT and in the serum after 3 days of cold exposure, but detected no differences in *Gdf15* mRNA expression (Fig. 5H) or circulating levels (Fig. 5I) between genotypes. BAT mass normalized to body weight was unaffected by FGF21 deletion (Fig. 5J). Likewise, expression of thermogenic genes (Fig. 5K), and UCP1 protein levels were similar in BAT of WT and FGF21 BKO mice (Fig. 5L). Next, we evaluated the effects of FGF21 deletion on cold-induced browning of iWAT. *Fgf21* mRNA levels were significantly reduced in iWAT of cold-exposed FGF21 BKO mice (Fig. 5M), which correlated with reduced mRNA levels of the thermogenic genes *Ucp1* and *Ppargc1α* (Fig. 5N), and with significantly lower UCP1 protein levels (Fig. 5O). Together, our data reinforce a role for FGF21 on cold-induced browning of WAT and suggest that impaired iWAT browning, when BAT thermogenesis is intact, is insufficient to hamper thermoregulation in mice, at least under the conditions tested in this study. Our data also indicate that defective *Fgf21* expression in ATF4 BKO mice is likely dispensable for the impaired thermoregulatory capacity in mice fed *ad-libitum*. Finally, our data suggest that FGF21 induction in BAT does not contribute to FGF21 serum levels in response to 3 days of cold exposure, and it is dispensable for cold-induced thermogenesis in *ad libitum*-fed mice. The possibility remains that BAT-derived FGF21 as well as browning of iWAT could be required to sustain thermogenesis in the context of prolonged cold exposure (one week or longer), which was not tested in the present study.

**Figure 5:**
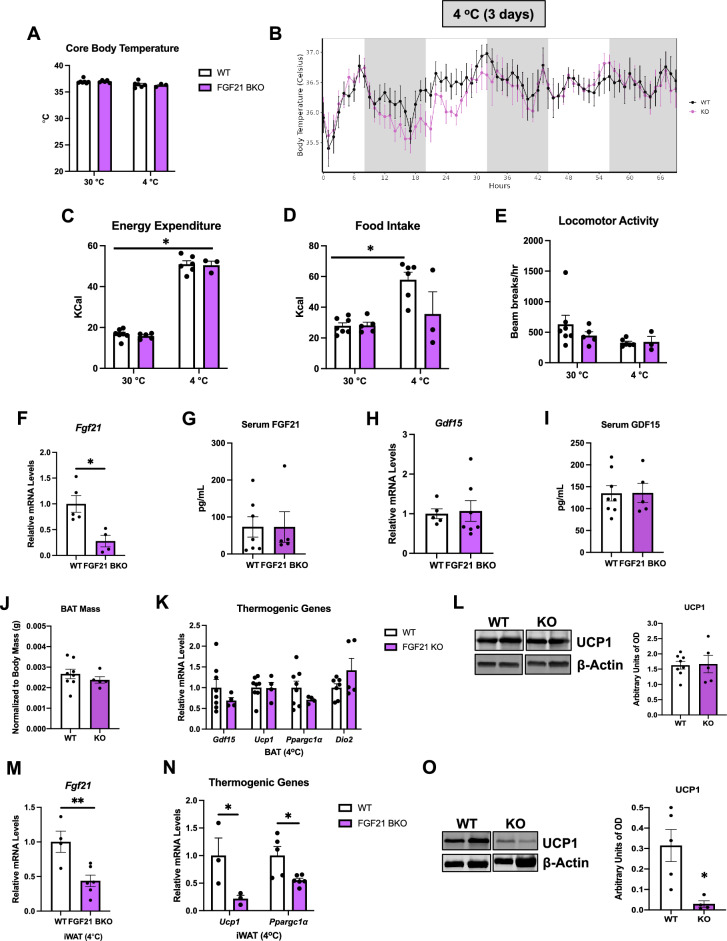
FGF21 Expression in Thermogenic Adipocytes Is Dispensable for Thermoregulation. (**A–E**) Data collected in WT and FGF21 BKO (KO) male mice either during 3 days at thermoneutrality (30 °C) or during 3 days of cold exposure (4 °C). (**A**) Averaged core body temperature. (**B**) Core body temperature over time during cold exposure. (**C**) Energy expenditure. (**D**) Food intake. (**E**) Locomotor activity (WT n = 5–7; KO n = 3–5). (**F–O**) Data collected in WT and FGF21 BKO (KO) male mice after 3 days of cold exposure (4 °C). (**F**) Relative *Fgf21* mRNA expression in BAT normalized to *Tbp* (tata box protein) (WT n = 5; KO n = 6). (**G**) Serum FGF21 levels (WT n = 7; KO n = 5). (**H**) Relative *Gdf15* mRNA expression in BAT normalized to *Tbp* (WT n = 5; KO n = 7). (**I**) Serum GDF15 levels (WT n = 8; KO n = 5). (**J**) BAT mass normalized to body mass (WT n = 8; KO n = 5). (**K**) mRNA expression of thermogenic genes in BAT normalized to *Tbp* (WT n = 7–8; KO n = 4–5). (**L**) Immunoblot of UCP1 in BAT normalized to β-Actin and its respective densitometric quantification (WT n = 8; KO n = 5). Images cropped from the same blot. Optical density (OD). Original immunoblots are presented in Supplemental Figure S9A. (**M**) mRNA expression of *Fgf21* in inguinal white adipose tissue (iWAT) normalized to *Tbp* (WT n = 4; KO n = 6). (**N**) mRNA expression of thermogenic genes in iWAT normalized to *Tbp* (WT n = 3–5; KO n = 3–6). (**O**) Immunoblot of UCP1 in inguinal white adipose tissue (iWAT) normalized to β-Actin and its respective densitometric quantification. Images cropped from the same blot (WT n = 5; KO n = 4). Optical density (OD). Original immunoblots are presented in Supplemental Figure S9B. Data are expressed as means ± SEM. Significant differences were determined by Student's *t*‐test, using a significance level of *p* < 0.05. *Significantly different vs. WT mice or 30 °C.

### Transcriptome analysis reveals downregulation of genes involved in amino acid metabolism in ATF4 BKO mice

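BAT RNA was sequenced from 3 ATF4 BKO mice and 2 WT mice, each mouse giving 1 library, after 3 days at 4 °C. The mice are described as male, and ATF4 BKO replicate 1 had 4598 counts of Xist, against at most 7 in the others. Sample names carry 1 of 2 prefixes whose meaning is not given, the first for ATF4 BKO replicates 1 and 2 and WT replicate 1 and the second for ATF4 BKO replicate 3 and WT replicate 2. The authors counted reads per transcript by pseudo-alignment with Kallisto and deposited, for each mouse, estimated counts and TPM (counts scaled for transcript length and library size) for 141450 transcripts. Estimated counts need not be whole numbers, because Kallisto splits reads that fit several transcripts among them. The estimated counts summed to 24698337, 27578833 and 31558111 in the ATF4 BKO mice (replicates 1, 2 and 3) and to 30996438 and 32452751 in the WT mice (replicates 1 and 2). By identifier, 138191 transcripts matched the GENCODE M21 annotation of the GRCm38 mouse genome. The 3259 transcripts without a match held between 1.16% and 1.29% of the counts of a mouse and were left out. Counts were summed per gene and rounded to whole numbers, and the 16450 genes with at least 10 counts in at least 2 mice were tested. ATF4 BKO and WT mice were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. With 2 WT mice, the spread within that group rests on 1 pair, and an exact permutation test of any single gene cannot go below p = 0.1 (1 of 10 splits of the 5 mice, one-sided).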

To gain insight into the molecular mechanisms driving impaired thermoregulation in ATF4 BKO mice, we performed RNA sequencing (RNASeq) in BAT collected from 10 to 12-week-old mice lacking ATF4 in thermogenic adipocytes (ATF4 BAT KO) and their respective wild-type (WT) littermate controls after 3 days of cold exposure. 

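Principal components were computed from the 500 genes with the largest variance after DESeq2's variance stabilizing transformation. The first component held 43.6% of the variance and the second 35.9%. On the first component, the ATF4 BKO mice had scores of 12.56, 4.98 and 13.88 and the WT mice had scores of -4.07 and -27.35, so the genotypes did not overlap on it, which chance gives for 20% of splits of the 5 mice. The mice lie on this component in exactly the reverse order of the mean log2 CPM of their skeletal muscle markers. On the second component, WT replicate 1 had a score of 26.42 and WT replicate 2 a score of -8.78, which lies among the ATF4 BKO scores of -3.99, -12.01 and -1.64. Over the 7 alternatives that keep both WT mice, the genotypes did not overlap on the first component in 3. They overlapped on it but not on the second component without ATF4 BKO replicate 1 or 3, and on both components when all genes past the filter were used and when genes that follow skeletal muscle markers were left out. Of the 500 genes, 63 follow these markers, which were highest in WT replicate 2. Leaving out these genes moved the shares of the first and second components to 51.0% and 22.95%.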

Principal component analysis showed separation between WT and ATF4 BKO mice. Despite high variance within the WT group, ATF4 BKO mice clustered well (Supplemental Figure S3A). In addition to confirming downregulation of *Fgf21* in ATF4 BKO mice, our transcriptome data revealed that several amino acid transporters were amongst the top downregulated genes in ATF4-deficient BAT (Fig. 6A). Furthermore, Ingenuity Pathway Analysis uncovered that genes involved in amino acid synthesis and metabolism were repressed in cold-exposed ATF4 BKO mice relative to their WT counterparts (Fig. 6B). Indeed, a role for ATF4 in regulating amino acid transport and metabolism has been previously reported^15^. 

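Over the same genes, the Euclidean distance between the 2 WT mice was 42.96, against a mean of 24.48 for the 3 pairs of ATF4 BKO mice, which ranged from 20.29 to 27.36. The distance of the WT pair was thus 1.755 times the mean distance of the ATF4 BKO pairs. Distances between an ATF4 BKO mouse and a WT mouse ranged from 35.99 to 42.87, the largest just under that of the WT pair. Genes that follow the muscle markers gave 29.4% of the squared distance between the WT mice. The difference in spread between the genotypes was not tested, and with a single WT pair any test of it would be weak. The ratio was 1.27 when all genes past the filter were used.

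**Figure D1:**
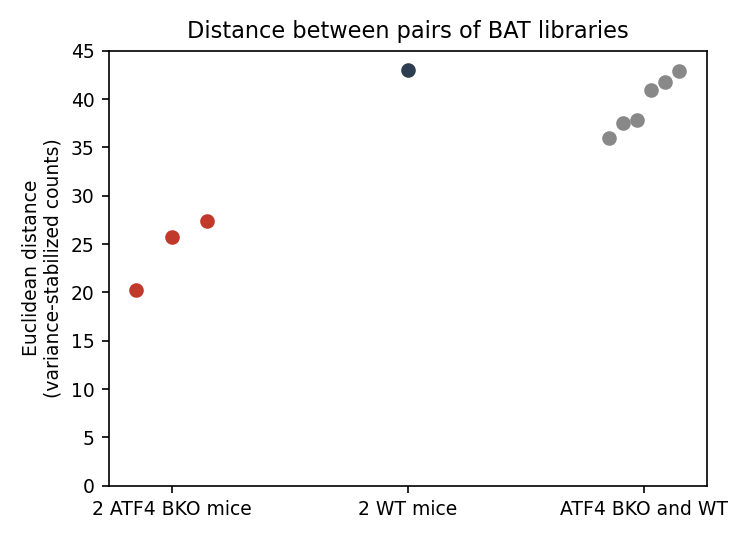
Euclidean distance between pairs of BAT libraries over the 500 most variable genes, for pairs of ATF4 BKO mice, the WT pair and pairs of both genotypes; each point is 1 pair. The WT pair sits at 42.96, above the 3 ATF4 BKO pairs.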

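The deleted gene itself, Atf4 (ENSMUSG00000042406.8, chromosome 15 from 80255184 to 80257541 in GRCm38), had 36.2 ± 14.9 CPM (counts scaled for library size; SD, n = 3) in ATF4 BKO mice and 256 ± 41.9 (SD, n = 2) in WT mice. Its log2 fold change was -2.82 (standard error 0.34), with every ATF4 BKO mouse below both WT mice. Its adjusted p was 9.72e-12 with DESeq2 and 0.671 (unadjusted p = 0.000161) from edgeR's quasi-likelihood test. That test called 1 gene, Cacna1i, which lies just downstream of Atf4, was higher in ATF4 BKO mice and was not called without any one ATF4 BKO replicate, and 0 genes lower, while 859 genes had an unadjusted p under 0.05. DESeq2, the tool named in the paper's methods, called 121 genes on the same counts with its default Wald test, 100 of them lower and 21 higher in ATF4 BKO mice. Of the 10 splits of the 5 libraries into 2 and 3, 3 gave at least as many DESeq2 calls, the real split included. For Fgf21 (ENSMUSG00000030827.5, chromosome 7 from 45613886 to 45615490), the values were 0.90 ± 0.33 CPM in ATF4 BKO mice and 10.6 ± 7.76 in WT mice. This is a log2 fold change of -3.57 (standard error 0.57, adjusted p = 0.671 with edgeR and 7.26e-06 with DESeq2, the lowest of the alternatives, which reached 0.997). Leaving out each mouse in turn gave log2 fold changes of Fgf21 between -4.16 and -2.53, the latter without WT replicate 2, and the muscle marker level as a covariate gave -1.73. That level was higher in both WT mice than in every ATF4 BKO mouse, so the fit with it cannot tell muscle from genotype. Of 5 amino acid transporters in Fig. 6A, Slc6a9 fell most, with a log2 fold change of -2.97 (standard error 0.57). Among the genes lower in ATF4 BKO mice it ranked 22 by DESeq2's p-value, and Slc7a1, with a log2 fold change of -1.83, ranked 30. Both had a DESeq2 adjusted p under the threshold, of 0.000153 and 0.00068. Slc7a5, Slc7a11 and Slc1a4 had log2 fold changes of -2.01, -1.82 and -1.10 and DESeq2 adjusted p-values of 0.0941, 0.598 and 0.327. With edgeR, none of the 5 transporters passed the threshold. Without WT replicate 1, the log2 fold changes of Slc6a9 and Slc7a11 were -1.74 and -0.56. Of the k-mers of Slc6a9, 28.4% also occur in transcripts of other genes, so its counts are less certain.

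**Figure D2:**
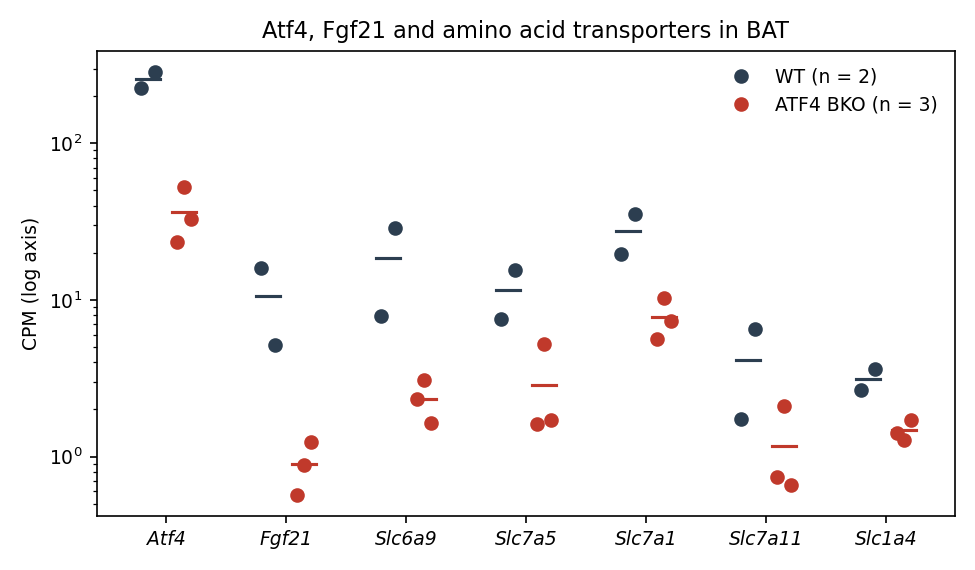
CPM of Atf4, Fgf21 and 5 amino acid transporters in BAT on a log axis; each point is 1 mouse and each line a group mean. For Atf4 the means are 36.2 CPM in ATF4 BKO mice and 256 CPM in WT mice.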

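The Ingenuity annotation was not used here, and gene lists written before the data were examined stood in for it. The lists were chosen because the paper's figures of these same mice name such genes, so their results are not independent evidence. All 20 cytosolic aminoacyl-tRNA synthetases were tested, and 19 were lower in ATF4 BKO mice, 15 of them in every ATF4 BKO mouse against both WT mice, where chance gives 10%. Their median log2 fold change was -0.71, and it was -0.98 within the first name prefix and -0.47 within the second. Among 30 genes of amino acid and one-carbon synthesis, 21 were lower, with a median of -0.43, which was -0.80 and -0.12 within the prefixes. Without WT replicate 1, these medians were -0.33 and -0.096. With camera, which compares the genes of a list with all other genes at a preset correlation of 0.01, the adjusted p was 1.44e-12 for the synthetases and 1.76e-05 for the synthesis genes. Neither list passed the threshold with fry, where both had an adjusted p of 0.618, or with a correlation estimated from the data. Adjusted over the list alone, edgeR called 14 synthetases and 5 synthesis genes. Adjusted over all genes tested, DESeq2 called 6 synthetases and 5 synthesis genes, and edgeR called none of them. For Asns (ENSMUSG00000029752.12), the values were 56.9 ± 5.18 CPM (SD, n = 3) in ATF4 BKO mice and 155 ± 62.8 (SD, n = 2) in WT mice, a log2 fold change of -1.44. Mthfd2 had a log2 fold change of -3.33 (standard error 0.45), Psat1 of -2.40 and Phgdh of -2.81, although 56.3% of the k-mers of Phgdh also occur in other genes. Without WT replicate 1, the values were -0.94 for Asns, -2.55 for Mthfd2, -1.09 for Psat1 and -1.75 for Phgdh. From the Ingenuity result, the paper states that genes of amino acid synthesis and metabolism were repressed.

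**Figure D3:**
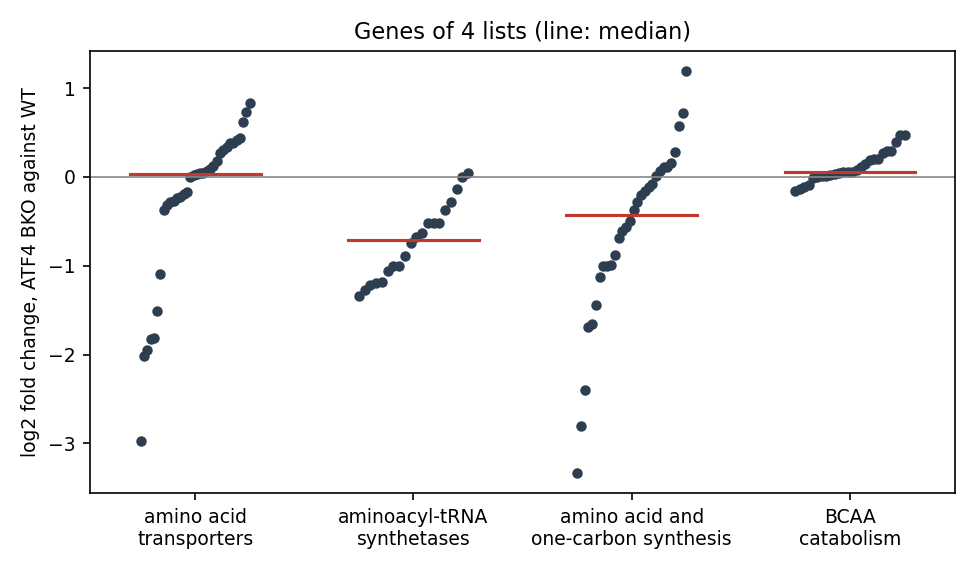
log2 fold changes between ATF4 BKO and WT mice for the genes of 4 lists; each point is 1 gene and each red line the median of a list. The median is -0.71 for the synthetases and -0.43 for the synthesis genes.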

Repression of amino acid metabolism-related genes in ATF4 BKO mice after 3 days of cold exposure was confirmed by qPCR (Fig. 6C); Meanwhile, these genes were unchanged in BAT of cold-exposed FGF21 BAT KO mice under the same conditions (Supplemental Fig. S3B). Of note, defective branched-chain amino acids (BCAA) uptake and oxidation in BAT leads to reduced thermogenesis in mice^19^, suggesting that BCAA catabolism in BAT is required for proper thermoregulation. Furthermore, a recent study demonstrated that ATF4 overexpression in BAT improves cold-induced thermogenesis, which seems to be dependent on activation of mTOR signaling^8^. Our data shows that mTOR signaling pathway, as measured by total and phosphorylated ribosomal protein S6, was reduced in BAT of cold-exposed ATF4 BKO mice relative to WT controls (Fig. 6D). Together, these data suggest that ATF4, but not FGF21 is required to regulate amino acid import and metabolism in BAT during cold exposure in *ad libitum*-fed mice and may also mediate mTOR signaling in response to cold, which could contribute to supporting thermoregulation in mice.

**Figure 6:**
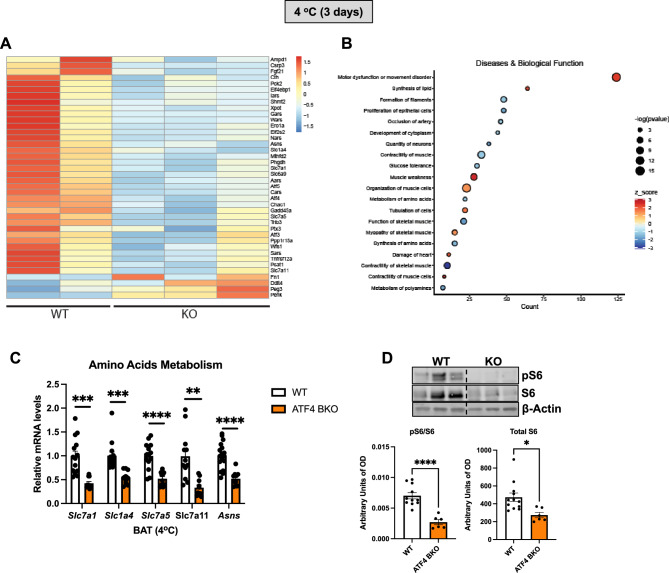
Transcriptome Analysis Reveals Downregulation of Genes Involved in Amino Acid Metabolism in ATF4 BKO Mice. (**A, B**) Data collected from brown adipose tissue (BAT) of WT and ATF4 BKO mice cold exposed for 3 days (Differential gene expression and Ingenuity Pathway Analysis). (**A**) Heatmap of differentially expressed genes annotated in the IPA database as ATF4 targets. Plotted are log2(x + 1) transformed counts scaled by row. (**B**) Differentially expressed genes (DEGs) in ATF4KO BAT have a significant overlap (adjusted *p*-value ≤ 0.05) with genes that are annotated to be involved in various diseases or with genes that share common biological functions (adjusted *p*-value ≤ 0.05). The number of genes in the data set annotated as being involved in the disease or have a particular biological function is plotted on the x-axis. Bubble size = -log (adjusted *p*-value) and color = z-score; indicates the potential impact of the differential gene expression pattern on the disease or biological function. (**A**) Relative mRNA expression of amino acid transporter and metabolism genes in BAT of ATF4 BKO mice normalized to *Tbp* expression (WT n = 10–14; KO n = 6–10). (**D**) Immunoblot of phosphorylated S6 in BAT normalized to total S6 and total S6 normalized to β-Actin and their respective densitometric quantification (WT n = 11; KO n = 6). Images cropped from the same blot. Optical density (OD). Original immunoblots are presented in Supplemental Figure S10. Data are expressed as means ± SEM. Significant differences were determined by Student's *t*‐test, using a significance level of *p* < 0.05. *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 significantly different vs. WT mice.

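Of the 40 genes legible in the heatmap, 36 are shown lower and 4 higher in ATF4 BKO mice, and 39 passed the count filter. Ampd1 did not, with 294 counts in WT replicate 2 and between 0 and 7 in the other 4 mice, and WT replicate 2 also had the highest level of skeletal muscle markers. All 35 tested genes that the heatmap shows lower had a log2 fold change below 0, with a median of -1.32 (-1.67 within the first name prefix and -0.88 within the second), and 31 of them were lower in every ATF4 BKO mouse than in both WT mice. Over all genes tested, that share was 10.6%. Since the study chose these genes on the same mice, the share is not independent evidence. Among the 35 genes, 33 had an unadjusted p under 0.05 with edgeR, 0 passed the threshold after adjustment and 17 passed it with DESeq2. In 32 of them, WT replicate 1 was higher than WT replicate 2. All 4 genes shown higher had a log2 fold change above 0, and DESeq2 called 0 of them. Csrp3 had 0 counts in the ATF4 BKO mice and between 32 and 448 in the WT mice, and it follows the muscle markers.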

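Fig. 6B names functions of muscle, and 22 skeletal muscle markers on a list written before the data were examined stood in for them. Of these, 21 were lower in ATF4 BKO mice, 20 in every ATF4 BKO mouse against both WT mice, with a median log2 fold change of -6.20 (camera, adjusted p = 5.86e-17). This list did not pass the threshold with fry (adjusted p = 0.618). The paper's figures of these same mice prompted the list, so its result is not independent evidence. WT replicate 2 decides the median, since it was -2.08 without that mouse and -1.97 and -8.23 within the first and the second name prefix. The mean log2 CPM of the markers was 6.39 in WT replicate 2, 2.18 in WT replicate 1 and at most 0.90 in the ATF4 BKO mice. Of the genes called by DESeq2, 34 follow these markers.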

### ATF4 and FGF21 expression in thermogenic adipocytes are required to maintain core body temperature in cold-exposed mice under fasting conditions

An earlier study reporting potent activation of ATF4 in BAT in response to acute cold exposure was performed following fasting, which correlated with increased FGF21 serum levels^7^. To test the role of ATF4 in thermoregulation and in FGF21 induction in BAT under these conditions, a separate cohort of ATF4 BKO mice was cold-exposed for 4 h following a 12-h fast. Core body temperature was significantly reduced to a greater extent in ATF4 BKO relative to their WT counterparts (Fig. 7A). In contrast to *ad libitum*-fed mice, under fasting conditions, FGF21 expression in BAT was not reduced (Fig. 7B) nor were FGF21 serum levels changed (Fig. 7C). These data suggest that additional ATF4-independent mechanisms exist that regulate FGF21 in BAT during acute cold exposure following fasting. Our data support prior reports that FGF21 secretion from liver is likely the primary contributor to FGF21 serum levels during fasting and acute cold exposure^20,21^. Unexpectedly, a subset of thermogenic genes was significantly induced in BAT of ATF4 BKO mice (Fig. 7D), while UCP1 protein levels were unchanged between ATF4 BKO mice and WT control mice in BAT (Fig. 7E), indicating that additional ATF4-independent mechanisms maintain normal UCP1-dependent thermogenesis under these conditions of combined nutritional and cold stress. Moreover, expression of thermogenic genes in iWAT that were previously repressed in cold-exposed *ad libitum*-fed ATF4 BKO mice were similar between WT and ATF4 BKO mice under simultaneous nutritional and cold stress (Fig. 7F). Likewise, expression of AA transporters, that were previously repressed, was similar in BAT of ATF4 BKO and WT controls (Supplemental Fig. S4). Taken together, these data indicate that under fasting conditions additional ATF4-independent mechanisms are activated to sustain thermogenic function. Although FGF21 BKO mice were able to properly thermoregulate when cold exposed under ad libitum-fed conditions, in the absence of food they had reduced tolerance to cold relative to their WT counterparts (Fig. 7G). *Fgf21* mRNA levels were significantly reduced in BAT (Fig. 7H), but FGF21 serum levels (Fig. 7I) were similar between genotypes. Thermogenic gene expression (Fig. 7J) and UCP1 protein levels (Fig. 7K) in BAT were also unchanged between FGF21 BKO mice and their WT controls. Cold-induced activation of thermogenic genes in iWAT was also reduced in FGF21 BKO mice under fasting conditions (Fig. 7L). Together, these data suggest that ATF4 and FGF21 expression in BAT may independently regulate core body temperature in mice during acute cold exposure following fasting via yet unidentified mechanisms, despite adaptive mechanisms that maintain markers of BAT thermogenic activity.

**Figure 7:**
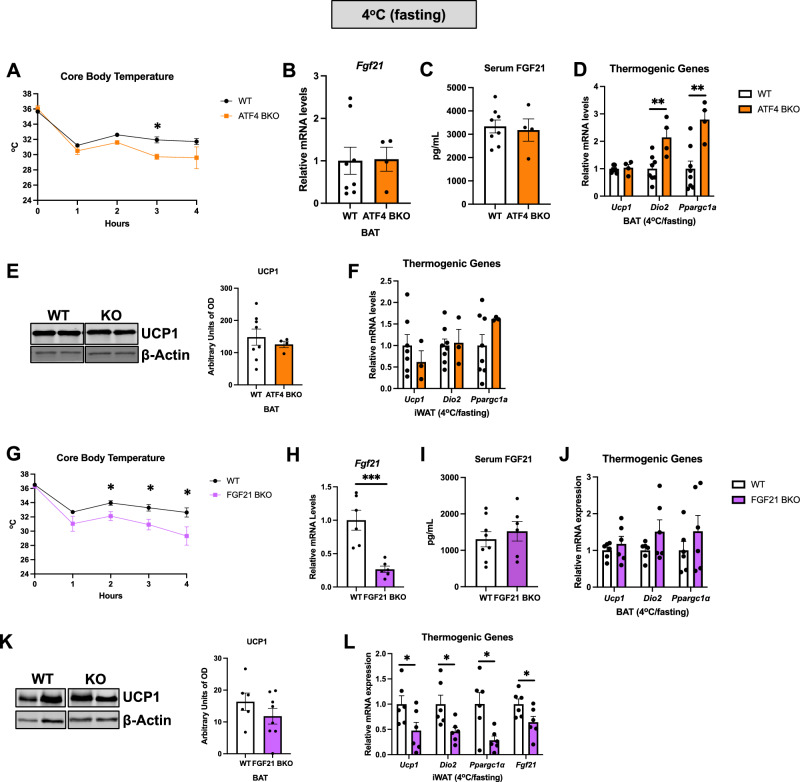
ATF4 and FGF21 Expression in Thermogenic Adipocytes Is Required to Maintain Core Body Temperature in Mice Cold Exposed Under Fasting Conditions. (**A–F**) Data collected in WT and ATF4 BKO mice cold exposed for 4 h following a 12-h fast. (**A**) Hourly core body temperature. (**B**) *Fgf21* mRNA levels in BAT of ATF4 BKO mice normalized to *Tbp* (WT n = 8; KO n = 4). (**C**) FGF21 serum levels (WT n = 8; KO n = 4). (**D**) mRNA expression of thermogenic genes in BAT normalized to *Tbp* (WT n = 8; KO n = 4). (**E**) Immunoblot of UCP1 in BAT normalized to β-actin and its respective densitometric quantification (WT n = 8; KO n = 4). Images cropped from the same blot. Optical density (OD). Original immunoblots are presented in Supplemental Figure S11A. (**F**) mRNA expression of thermogenic genes in iWAT normalized to *Tbp* (WT n = 8; KO n = 4). (**G–L**) Data collected in WT and FGF21 BKO mice cold exposed for 4 h following a 12-h fast. (**G**) Hourly core body temperature (WT n = 8; KO n = 6). (**H**) *Fgf21* mRNA levels in normalized to *Tbp* (WT n = 6; KO n = 6)*.* (**I**) FGF21 serum levels (WT n = 8; KO n = 6). (**J**) mRNA expression of thermogenic genes in BAT normalized to *Tbp* (WT n = 8; KO n = 6). (**K**) Immunoblot of UCP1 in BAT normalized to β-actin and its respective densitometric quantification (WT n = 6; KO n = 7). Images cropped from the same blot. Optical density (OD). Original immunoblots are presented in Supplemental Figure S11B. (**L**) mRNA expression of thermogenic genes in iWAT normalized to *Tbp* (WT n = 6; KO n = 6). Data are expressed as means ± SEM. Significant differences were determined by Student's *t*‐test, using a significance level of *p* < 0.05. *p < 0.05; **p < 0.01; ***p < 0.001 significantly different vs. WT mice.

## Discussion

ATF4 was recently shown to be potently induced in BAT in response to acute cold exposure, which correlated with increased FGF21 serum levels^7^. Intriguingly, mice with global deletion of the *Atf4* gene have increased energy expenditure and induced *Ucp1* expression in BAT^13^. Furthermore, these mice are better able to maintain core body temperature during a 7-h cold challenge^14^. Nonetheless, a recent study demonstrated that these effects are largely centrally mediated rather than a result of *Atf4* deficiency in BAT, as adult-onset conditional *Atf4* deletion in agouti-related peptide neurons in the hypothalamus of mice is sufficient to increase energy expenditure and enhance thermogenesis in BAT^22^. Indeed, our recently published study demonstrated that *Atf4* induction in BAT resulting from mitochondrial stress is required for the induction and secretion of FGF21 as a batokine and to improve thermoregulation in mice. In this model, mice with concomitant deletion of the mitochondrial protein OPA1 and either ATF4 or FGF21 specifically in thermogenic adipocytes had impaired thermoregulatory capacity in response to 3 days of cold exposure (4 ºC)^9^. Moreover, a recent study showed that ATF4 overexpression in BAT improves cold-induced thermogenesis in mice^8^. In the aforementioned studies, *Atf4* was induced in BAT via genetic manipulation using a constitutive *Ucp1*-Cre model, which could have led to additional adaptations over time. However, whether physiological induction of endogenous ATF4 in BAT in response to cold is required to support thermoregulation in mice was not known. In the present study, we hypothesized that activation of ATF4 in response to cold is required for proper thermoregulation in mice and to induce FGF21 as a batokine.

Thermogenic stimulation has been shown to strongly induce *Fgf21* expression in BAT via mechanisms that involve canonical activation of the β-adrenergic signaling pathway^16^. Our recent study demonstrated that FGF21 can be induced when BAT’s thermogenic function is impaired, via ATF4 activation^9^. ATF4 binds to the FGF21 promoter and induces its transcription in several cell models^23–25^. However, whether ATF4 is required for cold-induced upregulation of FGF21 in BAT remained to be elucidated. In the present study, we show that mice lacking ATF4 specifically in thermogenic adipocytes (ATF4 BKO) have reduced core body temperature after 3 days of cold exposure in the absence of major changes in the expression of thermogenic genes in BAT. Additionally, energy expenditure was unchanged in these animals at thermoneutrality and during cold exposure. Although thermogenic gene activation was maintained in BAT, cold-induced *Fgf21* mRNA expression was reduced in thermogenic adipocytes (BAT and iWAT), and cold-induced browning of WAT was attenuated in ATF4 BKO mice. Thus, ATF4 induction is required for increasing *Fgf21* expression in response to short-term cold stress in BAT and iWAT under *ad-libitum* fed conditions. Therefore, we directly tested whether FGF21 is required to promote cold-induced thermogenesis, in mice lacking FGF21 selectively in thermogenic adipocytes.

Cold exposure stimulates FGF21 expression in both humans and animal models. However, the source of circulating FGF21 and its metabolic consequences for adaptive thermogenesis are still incompletely understood^26,27^. A study in FGF21 global KO mice showed that ablation of FGF21 leads to an impaired response to cold stress when mice adapted at 27 °C were transferred to 5 °C for 3 days^16^. In UCP1 knockout (KO) mice, BAT was suggested as a potential source of circulating FGF21 following long-term cold exposure, which was associated with increased browning of subcutaneous WAT relative to WT mice. However, a recent study in UCP1-FGF21 double knockout mice demonstrated that FGF21 is dispensable for this phenotype, including the changes in energy expenditure and thermoregulation during prolonged cold exposure in the UCP1 KO model^28^. Furthermore, a recent study demonstrated that liver-derived, but not adipose-derived FGF21 is required to maintain core body temperature in the first few hours of cold exposure^20^. Therefore, although FGF21 may be dispensable for the adaptation to gradual long-term cold exposure in UCP1 KO mice, liver derived FGF21 is likely required for thermoregulation in more acute scenarios. Although we observed no changes in FGF21 serum levels after 3 days of cold exposure, our data in ATF4 BKO mice, in which cold-induced *Fgf21* expression is diminished in BAT and WAT, suggest that FGF21 expression in thermogenic adipocytes might be necessary for the regulation of core body temperature in response to short-term cold exposure in mice, potentially via autocrine/paracrine actions. However, our data in FGF21 BKO mice revealed no changes in BAT thermogenic activation or core body temperature after 3 days of cold exposure when mice have free access to food, even though cold-induced browning of WAT was attenuated. These data reinforce a role for FGF21 on cold-induced browning of WAT, as previously reported^16,29,30^, and suggest that impaired browning is insufficient to hamper effective thermoregulation in mice when BAT thermogenesis is preserved. Our data also indicate that defective *Fgf21* expression in ATF4 BKO mice is unlikely to play a role on the impaired thermoregulatory capacity observed in these mice under fed conditions, at least during short-term cold exposure. Whether FGF21 expression in thermogenic adipocytes and FGF21-induced browning of WAT are required to maintain thermogenesis during prolonged cold exposure remains to be determined.

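Of 10 transporters of branched-chain amino acids on a list written before the data were examined, 9 were tested, with a median log2 fold change of 0.18. 7 were higher and 2 lower in ATF4 BKO mice, and the median became -0.019 without ATF4 BKO replicate 2. Slc7a5 alone was lower in every ATF4 BKO mouse than in both WT mice, with log2 fold changes between -2.78 and -1.40 when each mouse was left out, and 0 of the 9 were higher in every one. The 34 tested members of all amino acid transporter families had a median of 0.030, with 15 lower and 19 higher. Of these, 7 were lower and 0 higher in every ATF4 BKO mouse against both WT mice, where chance gives 10% each way, and DESeq2 called 2. This median was -0.082 when libraries were scaled by their totals alone, -0.14 and -0.15 on log2(TPM + 1) and log2(TPM + 0.1), and -0.036, -0.14 and -0.084 without ATF4 BKO replicate 1, ATF4 BKO replicate 2 and WT replicate 1. The scalings moved all genes too, with a median of all genes of -0.099 with library totals alone. On log2(TPM + 1) and log2(TPM + 0.1), the median of all genes was -0.12 and -0.17. Neither list passed the threshold with camera (adjusted p = 0.717 and 0.191), but the second did with DESeq2's statistics (adjusted p = 0.0352) and without ATF4 BKO replicate 2 (adjusted p = 0.0309), where this p otherwise reached 0.928. The direction of these camera results was not recorded, and a median above 0 does not make them a rise. Mean log2 CPM of the second list was 3.46, 3.89 and 3.45 in the ATF4 BKO mice (replicates 1, 2 and 3). In the WT mice (replicates 1 and 2) it was 3.85 and 3.88. The 26 genes of branched-chain amino acid catabolism had a median of 0.058 (camera, adjusted p = 0.191), and this value was -0.054 with library totals alone, -0.055 without ATF4 BKO replicate 3 and 0.20 without replicate 2, where camera called the list (adjusted p = 0.00219).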

Transcriptome data in BAT of cold-exposed ATF4 BKO mice revealed that, in addition to reduced *Fgf21* transcript levels, gene expression of several amino acid transporters, including of branched-chain amino acids (BCAA), and amino acid metabolism genes was repressed relative to WT control mice. ATF4 has been previously shown to regulate amino acid transport and metabolism through mTORC1 mediated mechanisms in cell models^15^. A recent study showed that cold stimuli potently increase mitochondrial BCAA uptake and oxidation in BAT, leading to enhanced BCAA clearance in the circulation. Furthermore, defective BCAA catabolism in BAT impaired BCAA clearance and reduced thermogenesis in mice^19^, suggesting that BCAA catabolism in BAT is required to support thermogenesis. Indeed, a recently published study in mice lacking the ISR kinase GCN2, which is induced in response to amino acid deprivation, demonstrated that GCN2 directs ISR-driven increases in amino acid transport into BAT contributing to the maintenance of core body temperature during cold stress^31^. Furthermore, over the last several years, the mechanistic target of rapamycin (mTOR) signaling pathway has been reported to affect BAT function in rodents. Studies from independent groups showed that mTORC1 activity is highly induced by acute and chronic cold exposure and β3-adrenergic receptor stimulation^32–34^. Loss of mTORC1 in adipocytes reduces BAT size and completely prevents cold-induced BAT expansion, mitochondrial biogenesis, and oxidative metabolism in mice^33–35^. Here, we show that phosphorylation of the downstream mTOR target ribosomal protein 6 (S6) is reduced in ATF4-deficient BAT after 3 days of cold exposure, suggesting that ATF4 induction in response to cold may regulate mTOR-dependent pathways to promote thermogenesis in BAT. Moreover, a recent study showed that ATF4 overexpression in BAT improves cold-induced thermogenesis, which seems to be dependent on increased S6 phosphorylation, and is attenuated upon treatment with the mTOR inhibitor rapamycin^8^. Although not directly tested in the present study, our data suggest that ATF4 induction in BAT is required to regulate cold-induced amino acid transport and metabolism to support thermogenesis in ad libitum fed mice.

In the present study we reveal a novel role for FGF21 expression in thermogenic adipocytes in the modulation of core body temperature under fasting conditions. Although FGF21 BKO mice showed no change in core body temperature when cold exposed under *ad libitum*-fed conditions, acute cold exposure following an overnight fast reduced core body temperature in FGF21 BKO mice to a similar degree as observed in ATF4 BKO mice. Under these conditions, ATF4 was dispensable for regulating *Fgf21* and amino acid transporters in BAT suggesting that additional ATF4-independent mechanisms are recruited under conditions of combined dietary and cold stress. FGF21 serum levels were similar in both ATF4 and FGF21 BKO mice relative to their WT counterparts, consistent with liver being the predominant source of circulating FGF21 under these conditions, as previously shown^20,21^. Additional studies will be needed to clarify the molecular mechanisms underlying changes in core body temperature, which we show occur independently of changes in UCP1 protein levels in BAT of ATF4 BKO or FGF21 BKO mice. Furthermore, although browning of iWAT was unaffected in ATF4 BKO mice, FGF21 BKO had reduced expression of thermogenic genes in iWAT, suggesting attenuated browning, via FGF21-dependent mechanisms.

In conclusion, by using mouse models of selective deletion of *Atf4* and *Fgf21* in thermogenic adipocytes, we identify overlapping and non-overlapping roles for ATF4 and FGF21 in thermoregulation in mice. Together, our data demonstrated that *Atf4* deletion in thermogenic adipocytes impairs thermoregulation in mice, in a manner that although potentially dependent of ATF4-mediated *Fgf21* expression or browning of WAT in *ad libitum*-fed mice, is independent of FGF21 under conditions of more severe combined nutritional and cold stress. ATF4 deficiency also reduces expression of amino acid transporter genes and impairs mTOR signaling, suggesting ATF4 might contribute to BAT thermogenesis by increasing amino acid metabolism and by activating mTOR signaling in response to cold exposure. In contrast, *ad libitum*-fed FGF21 BKO mice had preserved thermoregulation, and normal activation of thermogenic genes in BAT, despite having reduced browning of WAT. In the absence of food, both ATF4 and FGF21 are independently required to maintain core body temperature in mice regardless of changes in UCP1 levels. Future studies will focus on identifying the mechanisms downstream of ATF4 and FGF21 that regulate core body temperature under fasting conditions and elucidating whether increasing amino acid uptake and catabolism in BAT is sufficient to maintain core body temperature in ATF4 BKO mice.

## Research design and methods

### Animals and animal care

Experiments were performed in male mice on a C57Bl/6J background, unless otherwise stated. ATF4^fl/fl^^36^ and FGF21^fl/fl^ mice^18^ were generated as previously described. Transgenic mice expressing cre recombinase under the control of the *Ucp1* promoter (Tg (Ucp1-cre)1Evdr)^37^ were acquired from the Jackson Laboratories (#024670), and were crossed with ATF4^fl/fl^ and FGF21^fl/fl^ mice to promote selective deletion of these genes in thermogenic adipocytes (ATF4 BKO and FGF21 BKO mice, respectively). ATF4^fl/fl^ and FGF21^fl/fl^ mice not expressing the Cre recombinase were used as wild type (WT) controls.

Mice were weaned at 3 weeks of age and kept on standard chow (2920X Harlan Teklad, Indianapolis, IN, USA). Animals were housed at 22 °C with a 12‐h light, 12‐h dark cycle with free access to water and standard chow, unless otherwise noted. For cold exposure experiments, mice were acclimated to 30 °C (thermoneutral temperature for mice) for 7 days to dampen brown adipose tissue thermogenesis prior to being cold-exposed (4 °C). All mouse experiments presented in this study were conducted in accordance with animal research guidelines from the National Institutes of Health (NIH) and were approved by the University of Iowa Institutional Animal Care and Use Committee (IACUC) (protocol #: 3032294). The study described herein are reported in accordance with ARRIVE guidelines.

### Cold exposure experiments

Core body temperature telemeters (Respironics, G2 E-Mitter, Murrysville, PA, USA) were surgically implanted into the abdominal cavity of 8–10-week-old mice. The mice were then allowed to recover for 6 days post-surgery, while individually housed in a rodent environmental chamber (Power Scientific, Pipersville, PA, USA) at 30 °C. Mice were then transferred to an OxyMax Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments International) and singly housed at 30 °C for 3 days, followed by 4 °C for 3 days , as previously described^16^. Core body temperature was recorded every 17 min throughout the experiment, along with O_2_ and CO_2_ levels, food intake, and ambulatory activity, as estimated by photoelectric beam breaks in the X + Y plane. Mice were fed ad libitum throughout the study. A separate cohort of mice underwent acute cold exposure following fasting. For these studies, 12-week-old mice were initially individually housed in the rodent environmental chamber at 30 °C for 7 days. At the end of the seventh day, mice were fasted for 12 h (7 pm–7 am). The initial temperature (t0) was recorded using a rectal probe (Fisher Scientific, Lenexa, KS, USA) at 7 am on day 8, after which the temperature was switched to 4 °C. Once the desired temperature was reached, we recorded rectal temperatures hourly for up to 4 h during cold exposure. Mice remained without food for the entirety of the experiment.

### Glucose tolerance tests, nuclear magnetic resonance, and serum analysis

Glucose tolerance tests (GTT) and measurements of fasting glucose levels were performed as previously described^9^. Serum FGF21 (BioVendor ELISA kit, Asheville, NC, USA) and GDF15 (R&D Systems, Minneapolis, MN, USA) were measured using commercially available kits according to the manufacturers’ directions. Whole body composition was measured by nuclear magnetic resonance in the Bruker Minispec NF‐50 instrument (Bruker, Billerica, MA, USA)^9^.

### Analysis of triglyceride levels

Triglycerides levels were measured in the liver of ATF4 BKO mice, using the EnzyChrom™ Triglyceride Assay Kit (BioAssay Systems, Hayward, CA, USA), as previously described^9^.

### RNA extraction and quantitative RT–PCR

RNA concentration was determined by measuring the absorbance at 260 and 280 nm using a spectrophotometer (NanoDrop 1000, NanoDrop products, Wilmington, DE, USA). Total RNA (1 μg) was reverse‐transcribed using the High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA), followed by qPCR reactions using SYBR Green (Life Technologies, Carlsbad, CA, USA)^38^. Samples were loaded in a 384‐well plate in triplicate, and real‐time polymerase chain reaction was performed with an ABI Prism 7900HT instrument (Applied Biosystems, Waltham, MA, USA). The following cycle profile was used: 1 cycle at 95 °C for 10 min; 40 cycles of 95 °C for 15 s; 59 °C for 15 s, 72 °C for 30 s, and 78 °C for 10 s; 1 cycle of 95 °C for 15 s; 1 cycle of 60 °C for 15 s; and 1 cycle of 95 °C for 15 s. Data were calculated using the delta-delta Ct method and normalized to either *Gapdh* or *Tbp* expression. Results are shown as relative mRNA levels. qPCR primers were designed using Primer‐Blast or previously published sequences^39^. Utilized primers are listed in Table 1.

**Table 1:** Primer sequences.

Gene name	Forward	Reverse
*Fgf21*	TGACGACCAAGACACTGAAGC	TTTGAGCTCCAGGAGACTTTCTG
*Atf4*	AGCAAAACAAGACAGCAGCC	ACTCTCTTCTTCCCCCTTGC
*Ucp1*	GTGAAGGTCAGAATGCAAGC	AGGGCCCCCTTCATGAGGTC
*Prdm16*	CAGCACGGTGAAGCCATTC	GCGTGCATCCGCTTGTG
*Gapdh*	AACGACCCCTTCATTGAC	TCCACGACATACTCAGCAC
*Dio2*	AATTATGCCTCGGAGAAGACCG	GGCAGTTGCCTAGTGAAAGGT
*Cpt1b*	TGCCTTTACATCGTCTCCAA	AGACCCCGTAGCCATCATC
*Evlov6*	TCAGCAAAGCACCCGAAC	AGCGACCATGTCTTTGTAGGAG
*Ppargc1α*	GTAAATCTGCGGGATGATGG	AGCAGGGTCAAAATCGTCTG
*Gdf15*	GAGAGGACTCGAACTCAGAAC	GACCCCAATCTCACCTCTG
*Slc7a1*	CGT GAG TAC GCG ATC CTT GT	AGG ACC AAG ATG GAC TCG GA
*Slc1a4*	GTG GCA TCG CTG TTG CTT AC	GAC GTA GTG AAT GCG GCA AC
*Slc7a11*	GTC TGC CTG TGG AGT ACT GT	ATT ACG AGC AGT TCC ACC CA
*Slc7a5*	ATC GTA GGT CCT GCC ATG TG	ACC GTG TCT GAG CTA GTT GC
*Asns*	TAC AAC CAC AAG GCG CTA CA	AAG GGC CTG ACT CCA TAG GT
*Tbp*	ACC CTT CAC CAA TGA CTC CTA TG	TGA CTG CAG CAA ATC GCT TGG

### RNA sequencing

Sequencing libraries were prepared using the Illumina TruSeq mRNA Stranded kit and sequenced on a HiSeq4000. Two approaches were used for read alignment, mapping, and quantification. First, a workflow using HISAT2 (v2.1.0), featureCounts (v1.6.3), and DESeq2 (v1.22.2) was performed^40–42^. The second approach used pseudo-alignment and quantification with Kallisto (v0.45.0) and DESeq2 for differential expression analysis^43^. Ingenuity® Pathway Analysis (IPA®) software from Qiagen was utilized for identification of potentially modified pathways. Data visualization was performed using pheatmap and ggplot2 packages in R. RNA-seq data have been deposited to the GEO database under the accession number GSE227060.

### Western blot analysis

Immunoblotting analysis was performed as previously described^44^. Approximately, 50 mg of frozen tissue was homogenized in 200 μl lysis buffer containing (in mmol/l) 50 HEPES, 150 NaCl, 10% glycerol, 1% Triton X‐100, 1.5 MgCl_2_, 1 EGTA, 10 sodium pyrophosphate, 100 sodium fluoride, and 100 μmol/l sodium vanadate. Right before use, HALT protease/phosphatase inhibitors (Thermo Fisher Scientific, Waltham, MA, USA) were added to the lysis buffer and samples were processed using the TissueLyser II (Qiagen Inc., Germantown, MD, USA). Tissue lysates were resolved on SDS–PAGE and transferred to nitrocellulose membranes (Millipore Corp., Billerica, MA, USA). Membranes were incubated with primary antibodies overnight at 4 °C and with secondary antibodies for 1 h, at room temperature. The data was analyzed using Image Studio Lite (LI-COR Technologies, Lincoln. NE, USA) and was normalized by the specified loading controls. Data is represented as arbitrary units of optical density (OD). Immunoblot membranes were cut prior to hybridization with antibodies.

### Antibodies

Primary Antibodies: GAPDH (1:1,000, Cell Signaling Technology, Danvers, MA, USA, #2118), UCP1 (1:1,000, Abcam, Boston, MA, USA, #Ab10983), phosphorylated eIF2α serine 51 (1:1,000, Cell Signaling Technology, #3597), total eIF2α (1:500, Santa Cruz Biotechnology, Dallas, TX, USA, #SC81261), phosphorylated S6 (1:1,000, Cell Signaling Technology, #4858), total S6 (1:1,000, Cell Signaling Technology, #2317) and β-actin (1:1,000, Sigma Aldrich, St. Louis, MO, USA, # A2066). Secondary antibodies: IRDye 800CW anti‐mouse (1:10,000, LI‐COR, Lincoln, NE, USA, #925‐32212) and Alexa Fluor anti‐rabbit 680 (1:10,000, ThermoFisher Scientific, #A27042). Fluorescence was quantified using the LiCor Odyssey imager.

### Data analysis

Unless otherwise noted, all data are reported as mean ± SEM. Student's *t*‐test was performed for comparison of two groups. ANOVA followed by the appropriate post-hoc analysis was performed for comparisons of 3 or more groups. A probability value of *P* ≤ 0.05 was considered significantly different. Statistical calculations were performed using the GraphPad Prism software (La Jolla, CA, USA). The CalR software was used to extract the averaged data for the metabolic parameters measured in the CLAMS at 30 °C and 4 °C during light and dark cycles respectively. The hourly plots for body temperature were also extracted from CalR^45^.

### Supplementary Information

Supplementary Information.

## Data Availability

The data that support the findings of this study are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227060, reference number GSE227060.

# Supplementary material for: ATF4 expression in thermogenic adipocytes is required for cold-induced thermogenesis in mice via FGF21-independent mechanisms
**Source:** Sci Rep. 2024 Jan 18;14:1563. doi: 10.1038/s41598-024-52004-8
**Supplement:** Supplementary file 1 — Supplementary Information.

**ATF4 Expression in Thermogenic Adipocytes is Required for Cold-Induced  
Thermogenesis in Mice via FGF21-Independent Mechanisms**

**Supplemental Experimental Procedures and Figure Legends**

Sarah H. Bjorkman<sup>1,2\*</sup>; Alex Marti<sup>1\*</sup>; Jayashree Jena<sup>1</sup>; Luis Miguel García-Peña<sup>1</sup>; Eric T. Weatherford<sup>1</sup>; Kevin Kato<sup>1</sup>, Jivan Koneru<sup>1</sup>, Jason Chen<sup>1</sup>, Ayushi Sood<sup>1</sup>, Matthew J. Potthoff<sup>1,3</sup>; Christopher M. Adams<sup>1,4</sup>; E. Dale Abel<sup>1,5</sup>; Renata O. Pereira<sup>1</sup>

Address: 169 Newton Road, 4338 PBDB | Iowa City, IA 52242

### **Supplemental Figure Legends:**

**Supplemental Figure 1: A-B.** Data collected in BAT of WT mice exposed to 30 °C or 4 °C for 3 days. **A.** mRNA expression of thermogenic genes in iWAT normalized to *Tbp* (30 °C n=4; 4 °C n=4). **B.** mRNA expression of *Atf4*, *Fgf21* and *Gdf15* in iWAT normalized to *Tbp* (30 °C n=4; 4 °C n=4). **C.** mRNA expression of *Atf4* normalized to *Tbp* in the kidney, brain, mammary gland and in the eye of WT and ATF4 BKO female mice (WT n=6; KO n=5). Data are expressed as means  $\pm$  SEM. Significant differences were determined by Student's *t*-test, using a significance level of  $p < 0.05$ . \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$  significantly different vs. WT mice at 30 °C.

**Supplemental Figure 2:** Non-normalized tissue weights in WT and ATF4 BKO male mice. **A.** Brown adipose tissue (BAT) mass. **B.** Inguinal white adipose tissue (iWAT) mass. **C.** Gonadal white adipose tissue (gWAT) mass (WT n=6; KO n=5). Data are expressed as means  $\pm$  SEM. Significant differences were determined by Student's *t*-test, using a significance level of  $P < 0.05$ .

**Supplemental Figure 3: A.** Principal component analysis (PCA) for the RNASeq data collected in BAT of cold exposed WT (n=2) and ATF4 BKO mice (n=3). **A.** mRNA expression of amino acid metabolism genes normalized to *Tbp* expression in BAT of FGF21 BKO mice cold exposed for 3 days. Data are expressed as means  $\pm$  SEM. Significant differences were determined by Student's *t*-test, using a significance level of  $P < 0.05$ .

**Supplemental Figure 4:** mRNA expression of amino acid metabolism genes normalized to *Tbp* expression in BAT of ATF4 BKO mice cold exposed for 4 hours following fasting (WT=7; KO=4). Data are expressed as means  $\pm$  SEM. Significant differences were determined by Student's *t*-test, using a significance level of  $P < 0.05$ .

**Supplemental Figure 5:** Full immunoblot image for Figure 1A. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

**Supplemental Figure 6:** Full immunoblot image for Figure 2E. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

**Supplemental Figure 7: A.** Full immunoblot image for Figure 3J. **A.** Full immunoblot image for Figure 3M. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

**Supplemental Figure 8:** Full immunoblot image for Figure 4E. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

**Supplemental Figure 9: A.** Full immunoblot image for Figure 5L. **A.** Full immunoblot image for Figure 5O. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

**Supplemental Figure 10:** Full immunoblot image for Figure 6D. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

**Supplemental Figure 11: A.** Full immunoblot image for Figure 7E. **A.** Full immunoblot image for Figure 7K. Bands used in the manuscript are highlighted by the red boxes. Immunoblot membranes were cut prior to hybridization with antibodies.

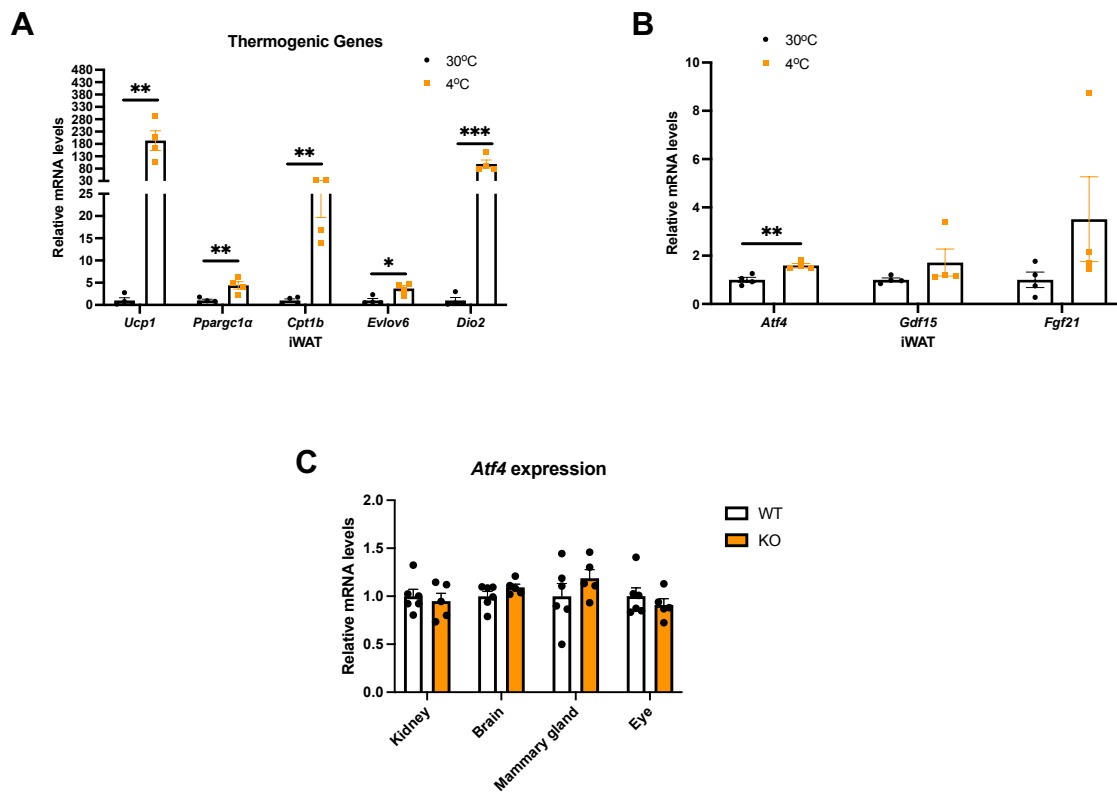

Supplemental Figure 1

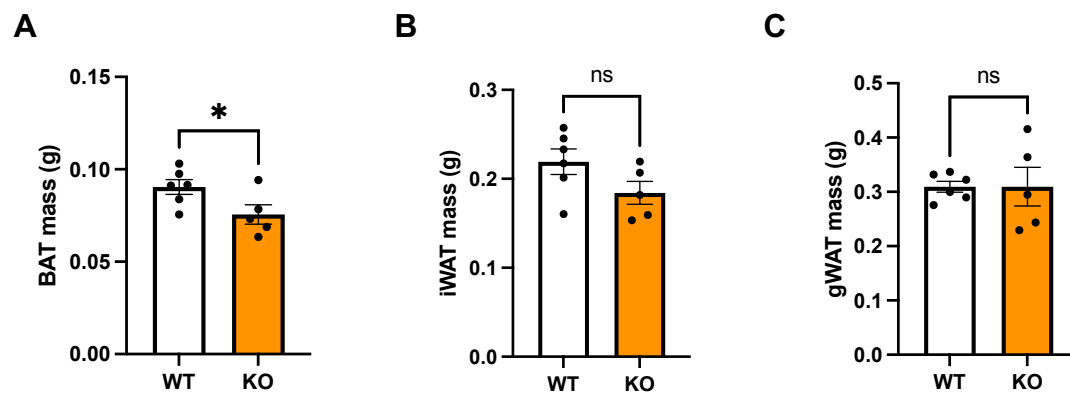

**Supplemental Figure 2**

A

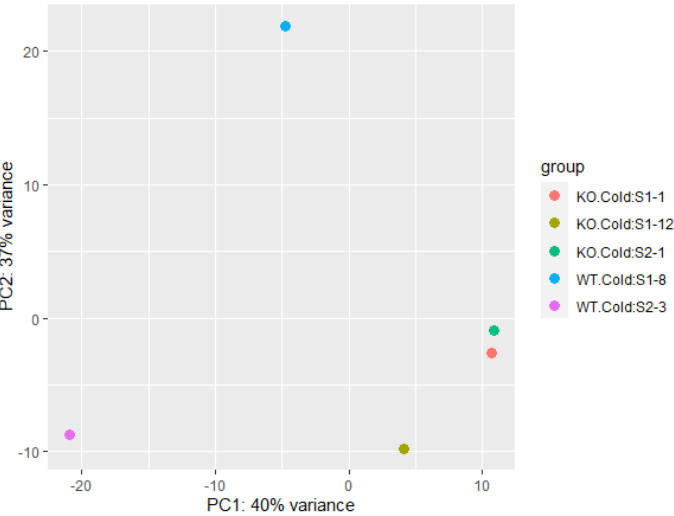

B

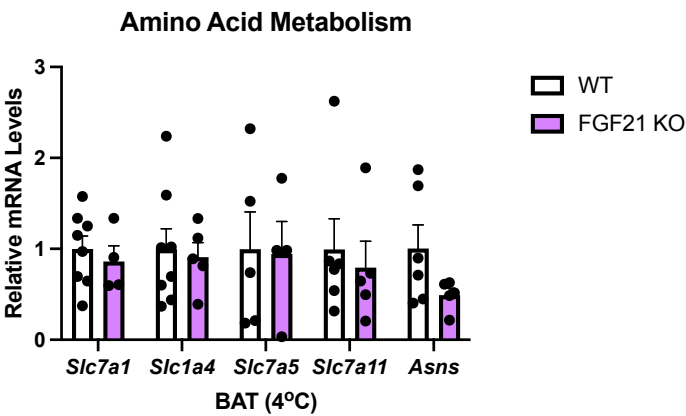

Supplemental Figure 3

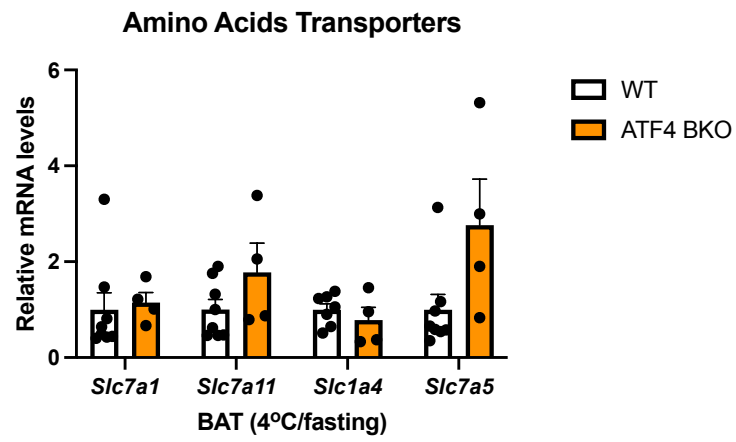

Supplemental Figure 4

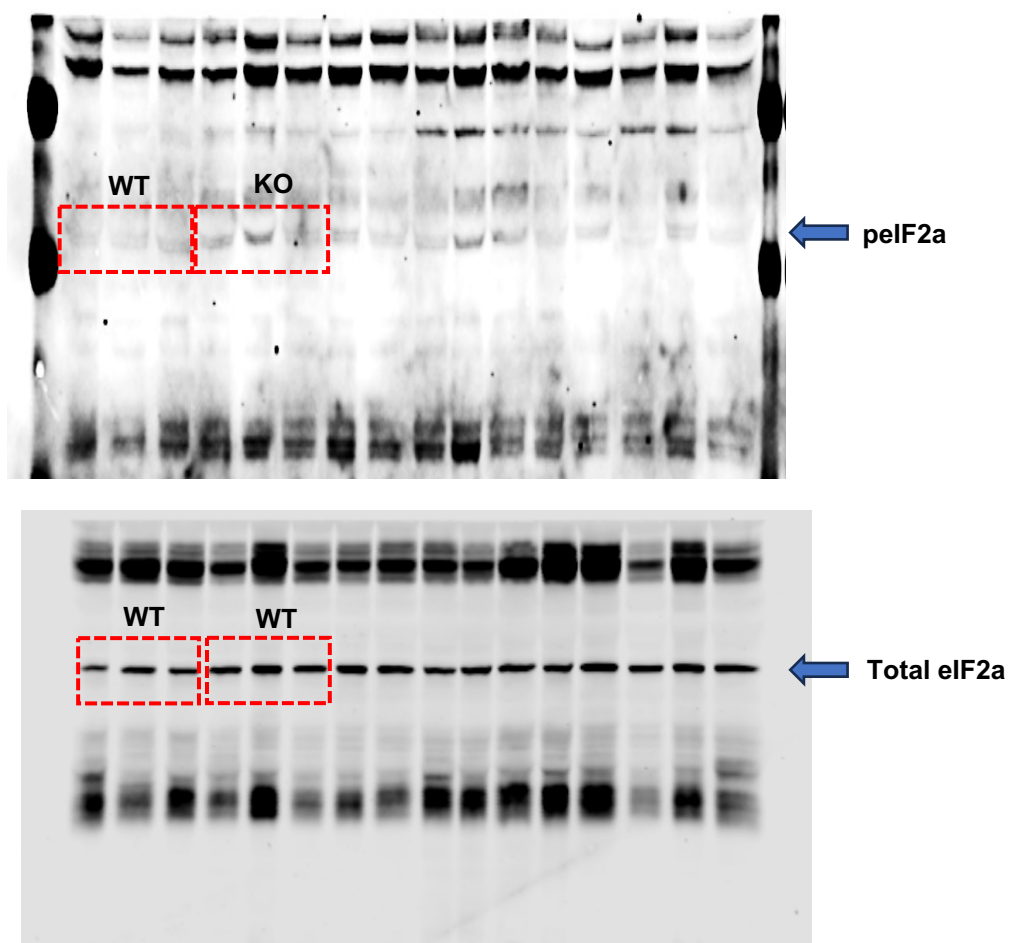

Supplemental Figure 5

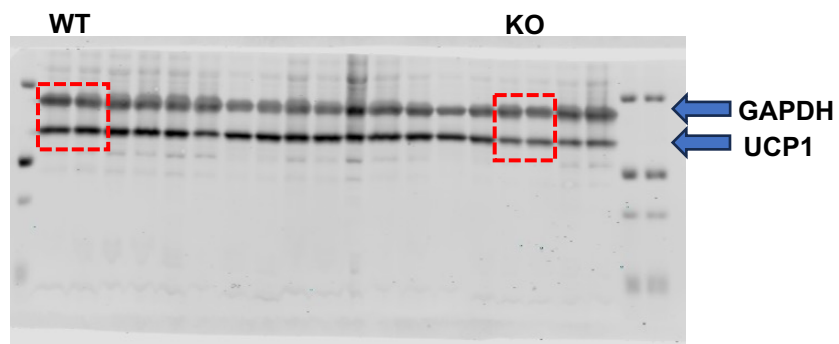

**Supplemental Figure 6**

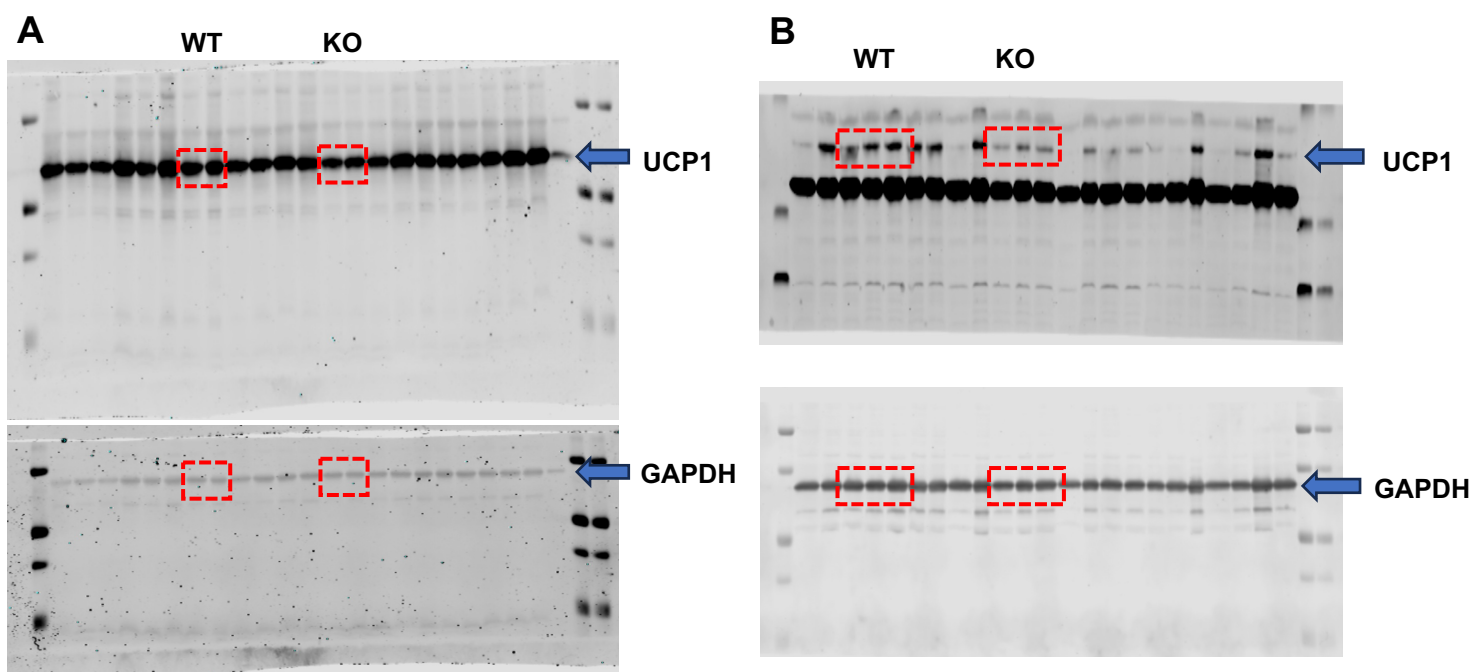

Supplemental Figure 7

**A**

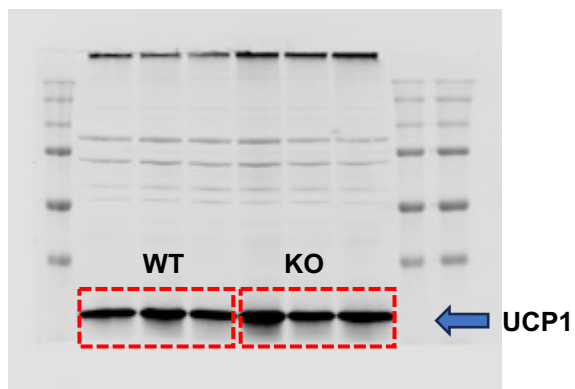

**B**

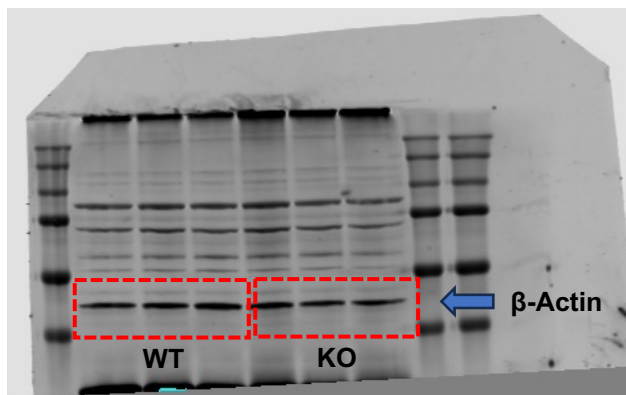

**Supplemental Figure 8**

**A**

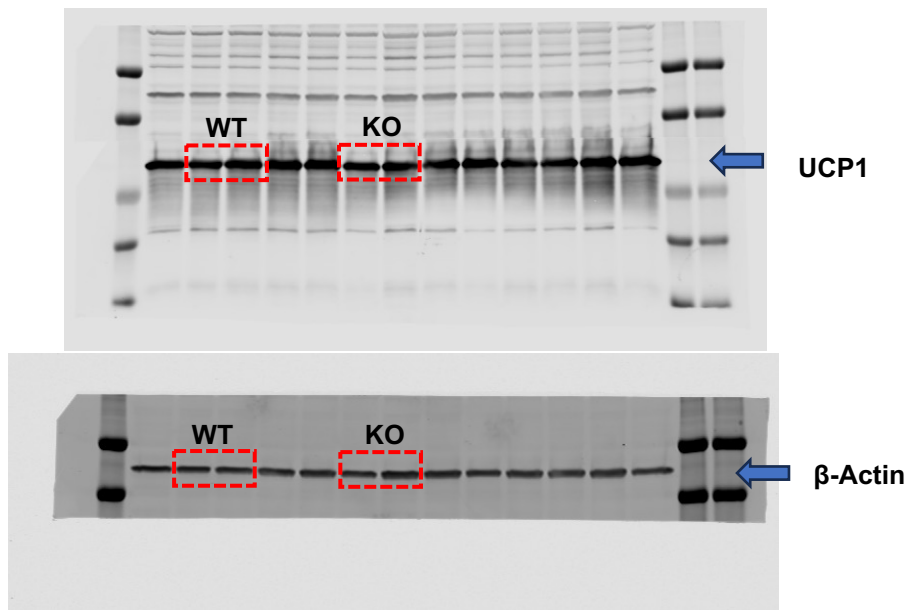

**B**

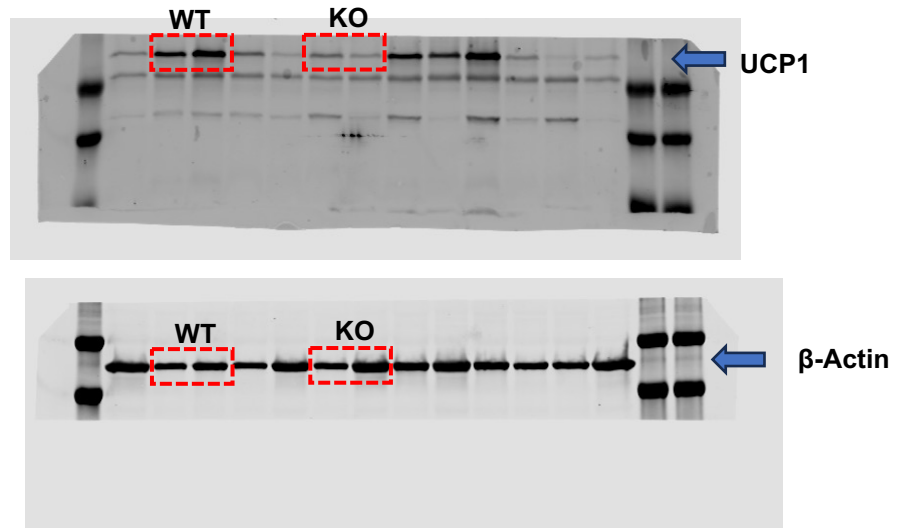

**Supplemental Figure 9**

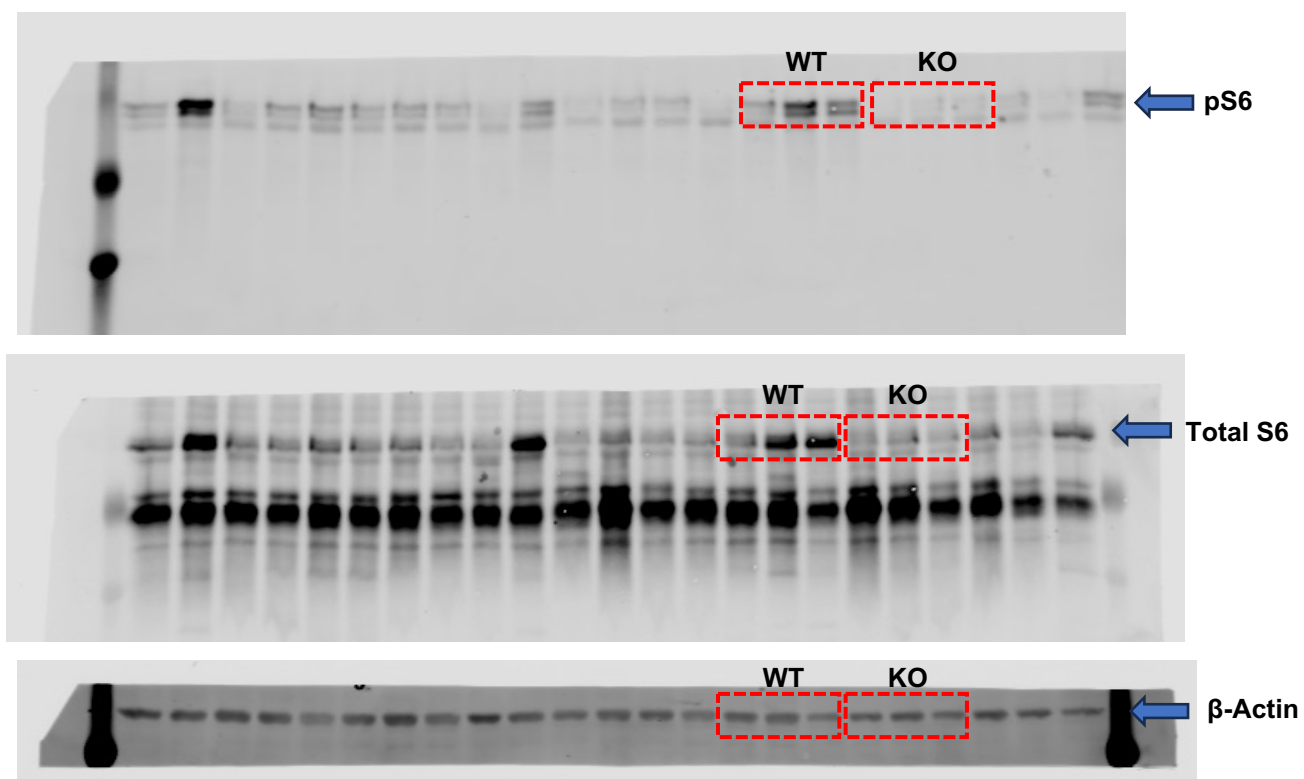

**Supplemental Figure 10**

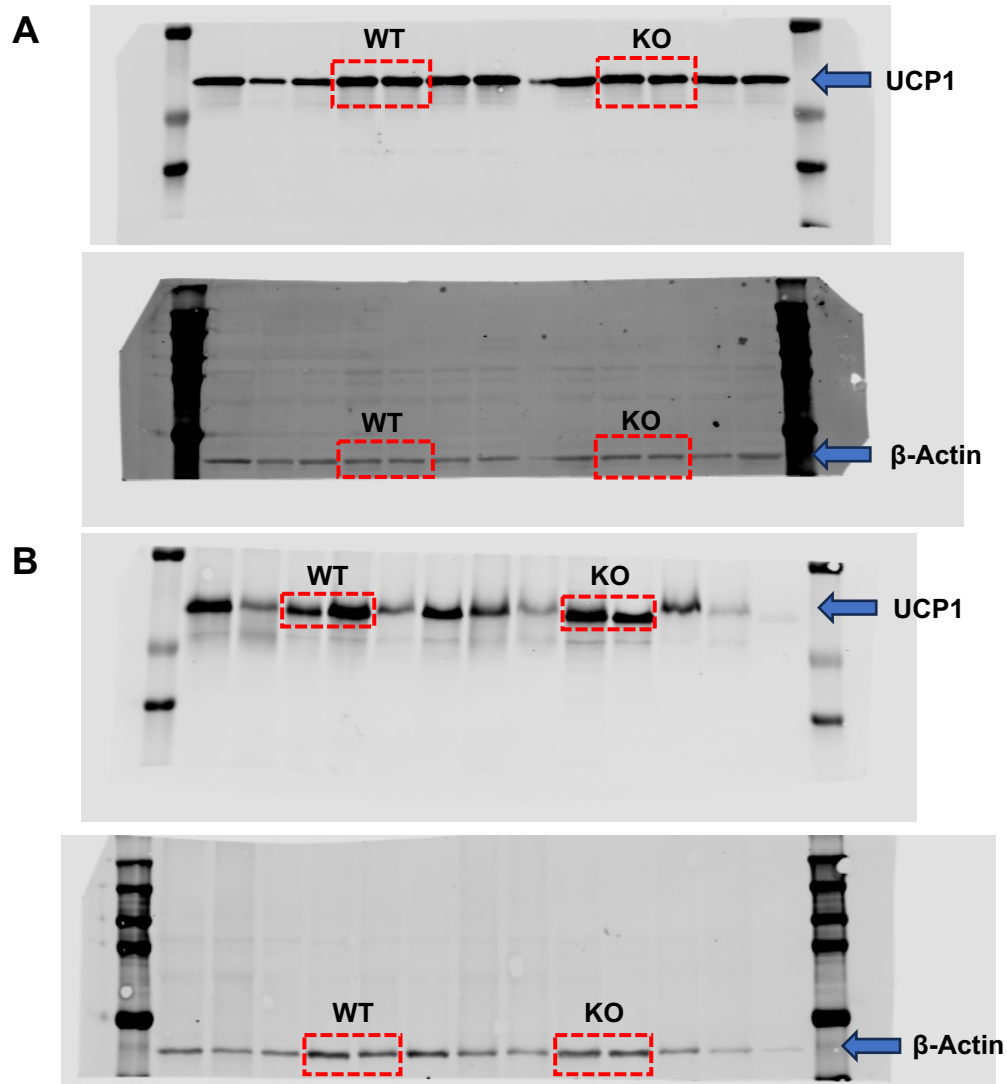

**Supplemental Figure 11**

How the deposited data were processed for this re-analysis (not part of the article)

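BAT RNA of 3 ATF4 BKO mice and 2 WT mice, kept for 3 days at 4 °C, was analysed. The authors prepared stranded mRNA libraries and deposited, per mouse, a table of estimated counts per transcript made with Kallisto, without normalization between mice. The same tables hold TPM, which the authors' counter derived from the estimated counts and effective lengths and scaled to the same total in each mouse. The effective lengths were the same in every table, and for 93.1% of transcripts they were 199 bases shorter than the transcript, as when a mean fragment length of 200 bases is given for single-end reads. The transcript annotation the authors used is not named in the paper's text. The paper's other workflow, with an aligner and counts per gene, was not analysed here.

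From the estimated counts, sums per gene were computed with GENCODE M21 (GRCm38) and rounded to whole numbers. Of 141450 transcripts, 138191 matched by identifier, in 52022 genes. Total estimated counts ranged from 24698337 to 31558111 in ATF4 BKO mice (median 27578833) and from 30996438 to 32452751 in WT mice. Each pair of libraries differed by far more than sampling noise, with a chi-square of at least 49.8 per degree of freedom, so no library was counted as a repeat of another.

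Genotypes were compared with edgeR 4.0.16 in R 4.3.3: TMM normalization, genes with at least 10 counts in at least 2 mice, the quasi-likelihood test with genotype as the sole term, and Benjamini-Hochberg adjustment with a threshold of 0.05. The common dispersion was 0.0758 and the prior degrees of freedom were 3.06, beside 3 residual degrees of freedom. DESeq2 1.42.0, the paper's tool, was an alternative. Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2), with fry and an estimated correlation as checks, and adjusted over the 18 lists. Of 419 symbols on the lists, 418 matched. Ddit3 was left out, since the annotation holds overlapping genes of that name. Of the 8 lists that camera called, 0 were called by fry and 0 with an estimated correlation.

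Genes named in the text are those the study names, members of the lists, and called genes with the largest changes whose ATF4 BKO values lay on one side of both WT values. Rps19bp1, Elmod2, Tbc1d9 and the sex-linked genes outside the lists were chosen after their values were seen. Reads shared between genes were checked as the share of 31-base words (k-mers) of a gene's transcripts found in other genes. Genes were taken to follow the muscle markers at a correlation of at least 0.95 with their mean over the 5 libraries, a number chosen after seeing the data.

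The fits were tested on simulated counts with 200 changed genes and 1 dispersion for every gene. At a dispersion of 0.075, edgeR recovered 196 of them with 10 false calls among 16142 genes, and DESeq2 recovered 198 with 32 false calls. The simulated genes share 1 dispersion and the real ones do not. Only genes with high counts were changed, and by large steps, so the recoveries do not cover genes with low counts or small changes. Alternatives covered the test, the scaling, the count filter, length-scaled counts, limma on log2(TPM + 1) and log2(TPM + 0.1), leaving out each mouse, blocks, a muscle covariate, thresholds and the transformation behind the principal components.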

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

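The tests of explanations in this part were chosen after the values were seen, while the edgeR and DESeq2 fits were set before. In total, 12 explanations were tested here and under the other observations, without adjustment across them.

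Xist, the RNA that silences an X chromosome in female cells, had 4598 counts in ATF4 BKO replicate 1 and at most 7 in the other 4 libraries, which makes it a signal outside the genes the paper discusses. The sample is described as male. Its 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) had 34 counts together, 27 of them on Kdm5d, which is 1.035% of the lowest total in another library (3284). Female RNA mixed into a male library would leave a large part of the Y-linked counts, which these values argue against. The limit of 10% used for that reading was set after the value was seen, and a small share of male RNA is not excluded. Exchanged genotype labels are argued against by Atf4, which lay at 12.75% of the WT mean in this library. A female animal may be the source, since 4 of 4 genes that escape X inactivation were highest in this library after scaling for library size. Before scaling, the count of Ddx3x (7762) was the lowest of the libraries. A female animal cannot be told apart from other origins of the 34 counts. The comparisons without this mouse are given with the other alternatives.

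Cacna1i, on chromosome 15 from 80287238 to 80398279, had between 1521 and 2775 counts in ATF4 BKO mice and 2 and 7 in WT mice, a log2 fold change of 9.177 (adjusted p = 0.00953 with edgeR). It was higher in 3 of 3 ATF4 BKO mice, and the paper does not report it. It lies just downstream of Atf4 on the same strand, and Rps19bp1, between them, fell by 2.28 on the log2 scale. Counts shared with another gene are argued against, since 0.797% of its k-mers occur elsewhere. By the paper's methods, the WT controls carry the floxed Atf4 allele without Cre, so both genotypes share any DNA of another strain around it. A test of genes near Atf4 therefore has no bearing on Cacna1i: within 10 Mb, 22 of 282 other genes (7.80%) had an unadjusted p under 0.05, against 5.16% elsewhere (one-sided Fisher's exact test, p = 0.0384), and 2 of 123 windows of 20 Mb gave a p as small. Transcription that starts at the Atf4 promoter of the recombined allele and runs on into Cacna1i may explain it. Its CPM in ATF4 BKO mice was 31.93% of that of Atf4 in WT mice, which does not decide, and reads over the junction were not analysed here. An effect of the loss of ATF4 itself was not tested.

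Mitochondrial genes took between 18.5% and 22.0% of counts in ATF4 BKO mice and between 15.1% and 15.6% in WT mice, a signal in genes the paper does not discuss. The rise lies in the mRNAs, since mitochondrial rRNA took 1.42%, 2.07% and 1.59% in ATF4 BKO mice and 2.80% and 1.69% in WT mice. All 13 mitochondrial mRNAs tested were higher in every ATF4 BKO mouse than in both WT mice, with a median log2 fold change of 0.52 and a smallest adjusted p of 0.831 from edgeR. DESeq2 called mt-Atp6 and mt-Co2 (adjusted p = 0.0193 and 0.0343). Mitochondrial mRNAs are cut from shared transcripts and are not independent. The normalization factors are argued against, because the plain shares, which use none, were apart by 2.93 percentage points. These tests of the genotypes leave a biological difference open, and differences in RNA quality or dissection were not tested.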

How the results depend on the processing

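Alternatives were fixed before the data were examined, apart from edgeR with bias-adjusted deviances and the correlation limit for muscle genes, which were chosen after seeing the data.

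The number of genes called was 1 with edgeR, 0 lower and 1 higher. It was 121 with DESeq2 (100 lower, 21 higher), 8 with no filter beyond 1 count (7 lower), 0 with limma on log2(TPM + 1) and 2 on log2(TPM + 0.1) (1 lower), and 207 with the muscle marker level as a covariate (9 lower, 198 higher). It was 0 across the 3 fits that each left out one ATF4 BKO replicate, where between 506 and 1101 genes had an unadjusted p under 0.05. It was also 0 with the sample-name prefix as a block (877 genes at an unadjusted p under 0.05) and 1 with bias-adjusted deviances. Calls within 10 Mb of Atf4 numbered 1, and 2 with DESeq2, 5 with the muscle covariate and 0 with limma on log2(TPM + 1), without any one ATF4 BKO replicate and with either block. With a single call in the whole genome, that count says little. The adjusted p of Cacna1i ranged from 4.69e-61 to 0.152 over the alternatives. Other splits of the 5 libraries into 2 and 3 gave as many edgeR calls in 1 of 10 splits and as many DESeq2 calls in 3 of 10, the real split included, with 176 and 150 DESeq2 calls in the larger ones, so 5 libraries cannot give a share under 0.05.

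With the replicate number as a replicate block, 0 genes were called (711 at an unadjusted p under 0.05), and 1 residual degree of freedom remained. Same-numbered libraries had correlations of deviations of 0.0472 and 0.2 over 2 pairs, so they share a number alone. Under this block the median of branched-chain amino acid catabolism was -0.059.

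DESeq2 brought Atf4 (-2.83) and Fgf21 (-3.57) past the threshold, and no filter did so for Atf4 (-2.82). DESeq2 also did so for amino acid transporters (0.033), lipogenesis genes (0.19) and white adipocyte markers (-0.78), and macrophage and immune markers (0.38) fell short with it. The median of a list does not give the direction of its camera result, which was not recorded. With library totals alone, which moved the median of all genes from 0.0077 to -0.099, the medians were -0.082 for transporters, -0.054 for branched-chain amino acid catabolism and -0.20 for mitochondrial protein quality control, the last past the threshold. On log2(TPM + 1) and log2(TPM + 0.1), where the median of all genes was -0.12 and -0.17, the medians were -0.14 and -0.15 for transporters, -0.0823 and -0.0828 for branched-chain amino acid catabolism, -0.076 and -0.087 for circadian genes, -0.071 and -0.072 for lipogenesis genes, -0.078 and -0.085 for thermogenic genes, 0.030 and 0.060 for B cell markers, and -0.29 and -0.29 for mitochondrial protein quality control. Of these lists, B cell markers and mitochondrial protein quality control passed the threshold on both TPM scales. On log2(TPM + 1), slow muscle or heart markers fell short of it at -1.003 and mitochondrial synthetases passed it at -0.24. Ucp1 was at -0.022 on both TPM scales. Mitochondrial synthetases had a median of 0.024 with upper-quartile scaling and of 0.022 with a mean count of at least 50. White adipocyte markers passed the threshold at -1.50 with that filter and at -0.75 with length-scaled counts.

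The muscle covariate was higher in both WT mice than in every ATF4 BKO mouse, so fits with it cannot tell muscle from genotype. With the muscle covariate, the medians were 0.27 for skeletal muscle markers, 1.08 for slow muscle or heart markers, -0.10 for branched-chain amino acid catabolism, 0.61 for endothelial markers, -0.23 for mitochondrial protein quality control and -0.30 for other ATF4 targets. Other medians moved by over 1.5 times without changing their side of the threshold: with this covariate to 3.24 for macrophage and immune markers, -1.19 for cytosolic synthetases and -0.84 for synthesis genes, on log2(TPM + 1) to -2.61 for skeletal muscle and 0.15 for endothelial markers, with a mean count of at least 50 to -8.98 for slow muscle or heart markers, and with no filter beyond 1 count to -0.031 for white adipocyte markers. These are examples and not a full list. Leaving out muscle genes put slow muscle or heart markers at -1.72. The lists that camera called at its preset correlation failed with fry and with an estimated correlation at the same medians: -0.43 for synthesis, -0.71 for synthetases, -0.24 for ribosomal proteins, 0.37 for endothelial, 0.39 for macrophage and immune, -0.23 for other ATF4 targets, -6.20 for skeletal muscle and -1.99 for slow muscle or heart markers.

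Across the fits that each left out one replicate, the medians ran from -0.14 to 0.073 for amino acid transporters, from -0.055 to 0.20 for branched-chain amino acid catabolism, from -0.019 to 0.32 for branched-chain amino acid transporters, from -0.026 to 0.36 for circadian genes, from -0.19 to 0.56 for lipogenesis genes, from -0.27 to 1.94 for macrophage and immune markers, from -0.067 to 0.034 for mitochondrial synthetases, from -0.36 to -0.12 for other ATF4 targets, from -0.011 to 0.72 for B cell markers, from -7.43 to -2.08 for skeletal muscle markers, from -2.47 to 0.86 for slow muscle or heart markers, from 0.092 to 0.61 for thermogenic genes and from -1.20 to -0.47 for white adipocyte markers. Several of these ends rest on 1 library. Without ATF4 BKO replicate 2, the median was -0.14 for amino acid transporters, -0.019 for branched-chain amino acid transporters, -0.026 for circadian genes, 0.034 for mitochondrial synthetases and -0.024 for macrophage and immune markers, while amino acid transporters, branched-chain amino acid catabolism (0.20), lipogenesis genes (0.56), B cell markers (0.48) and white adipocyte markers (-1.20) passed the threshold. Without ATF4 BKO replicate 1, lipogenesis genes were at -0.19 and amino acid transporters at -0.036, circadian genes passed the threshold (0.36) and other ATF4 targets did not (-0.24). Without WT replicate 1, the medians were -0.33 for cytosolic synthetases, -0.096 for synthesis genes, -0.0055 for ribosomal proteins, -0.12 for other ATF4 targets, -0.084 for amino acid transporters, -0.27 for macrophage and immune markers, -0.011 for B cell markers and 0.092 for thermogenic genes. Without WT replicate 2, skeletal muscle markers were at -2.08, slow muscle or heart markers at 0.86, macrophage and immune markers at 1.94 and thermogenic genes at 0.61. Without ATF4 BKO replicate 3, branched-chain amino acid catabolism was at -0.055.

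Medians of cytosolic synthetases (-1.19 to -0.33), synthesis genes (-0.84 to -0.096) and cytosolic ribosomal proteins (-0.44 to -0.0055) stayed below 0 in every alternative run, but their ends nearest 0 are the values without WT replicate 1. With camera at its preset correlation, these lists passed the threshold in every fit with a test. In a comparison chosen after seeing the data, the genotypes did not overlap on the first component in 3 of the 7 alternatives that keep both WT mice. They overlapped on it and not on the second in 2 alternatives (without ATF4 BKO replicate 1 or 3) and on both in 2 (all genes, and muscle genes left out).

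The first component held between 44.3% and 61.8% of the variance and the second between 25.3% and 41.3% when one library was left out. The second held 24.4% on log2 CPM and 23.0% without muscle genes. The WT distance ratio ran from 1.54 to 2.06 with an ATF4 BKO replicate left out, and was 1.31 on log2 CPM and 1.27 over all genes. Of 316 comparisons of single named genes, 17 others changed: 6 weaker, 10 stronger and 1 moved. The cause of these changes was not tested.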

Differences from the paper's values

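The first 2 principal components held 43.6% and 35.9% of the variance here, against about 40% and about 37% in Supplemental Figure S3A, read by eye, which is within the limits set for a difference.

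The term with the most genes holds about 120 differentially expressed genes in Fig. 6B, read by eye, so the paper's list holds at least as many. Here edgeR's quasi-likelihood test called 1 gene in all. Of the alternatives set before the data were examined, DESeq2 (121 genes) and edgeR with the muscle covariate (207 genes) reached this lower bound. Both did so by count, and the paper's text gives no total to compare. Of the 39 tested genes of Fig. 6A, DESeq2 called 17. With the muscle covariate, which separates the genotypes by itself, 198 calls were higher in ATF4 BKO mice and 4 were shared with DESeq2. The others, which called between 0 and 8 genes, did not. This comparison was added after the counts here were known, and the legend of Fig. 6B names neither of the paper's 2 workflows.

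The heatmap of Fig. 6A shows its genes as differentially expressed. With edgeR's quasi-likelihood test, 0 of the 39 tested genes passed the adjusted threshold of 0.05, with a smallest adjusted p of 0.671, while 33 of the 35 shown lower had an unadjusted p under 0.05. DESeq2 called 17 genes of the figure, edgeR with no filter beyond 1 count called 3 and edgeR with the muscle covariate called 2, all set before the data were examined.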

Other observations

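All tests in this part were chosen after the values were seen.

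The edgeR, DESeq2, camera and fry tests below are an exception, as they were set before the data were examined. Elmod2 and Tbc1d9 were nevertheless picked after their values were seen. As a mean over the list, skeletal muscle markers were far higher in WT replicate 2 than in any other library, although Mb was highest in ATF4 BKO replicates 1 and 3. Their mean log2 CPM was 6.39 there, 2.18 in WT replicate 1 and -0.65, 0.90 and -1.14 in the ATF4 BKO mice. Of the 22 markers, Mb and Myl1 are abundant in the ATF4 BKO libraries too. The median log2 ratio of WT replicate 2 to WT replicate 1 was 4.392, which is what muscle carried over in dissection may give. On the mean log2 CPM, WT replicate 1 also lay 1.284 above the highest ATF4 BKO mouse. The markers' share of all counts gives another order, with 0.0164% in WT replicate 1 and 0.0349%, 0.0133% and 0.0332% in the ATF4 BKO mice, where Mb alone had 7530, 1933 and 9023 counts against 359 in WT replicate 1. An effect of genotype on the other markers cannot be told apart from a smaller carry-over. Of the 121 genes that DESeq2 called, 34 follow these markers, and Fig. 6B names muscle functions.

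Elmod2 and Tbc1d9, on either side of Ucp1, were higher in every ATF4 BKO mouse, with log2 fold changes of 1.21 and 0.91 (adjusted p = 0.771 and 0.704 with edgeR, 0.0341 and 0.0264 with DESeq2). Over the alternatives, the adjusted p of Elmod2 ran from 0.0341 to 0.997. Extra copies beside Ucp1 in the Cre transgene may explain this. Both tested genes within 100 kb of Ucp1 were higher in every ATF4 BKO mouse than in both WT mice, and 0 of 5 farther genes were (two-sided Fisher's exact test, p = 0.04762), but the genes were chosen for the pattern, so the test decides nothing.

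The 6 thermogenic genes had a median log2 fold change of 0.26, with a camera adjusted p of 0.356, and Ucp1 had 0.17 (adjusted p = 0.953 with edgeR). The median of the thermogenic genes was 0.092 without WT replicate 1 and 0.61 without WT replicate 2. All 82 cytosolic ribosomal proteins tested were lower, with a median of -0.24, and camera called them while fry did not. Only 4 of them were lower in every ATF4 BKO mouse than in both WT mice, where chance gives 10%. Without WT replicate 1, this median was -0.0055.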
